# Genetic and epigenetic regulation of Treg cell fitness by autism-related chromatin remodeler CHD8

**DOI:** 10.1186/s11658-025-00711-z

**Published:** 2025-03-28

**Authors:** Jun-Qi Yang, Chen Wang, Ramesh C. Nayak, Manohar Kolla, Mingjun Cai, Mario Pujato, Yi Zheng, Q. Richard Lu, Fukun Guo

**Keywords:** CHD8, Treg, Treg plasticity, Chromatin remodeling, Gene expression

## Abstract

**Background:**

Chromatin remodeler chromodomain helicase DNA-binding protein 8 (CHD8) defines a subtype of autism that is associated with immune disorders. It remains unknown whether CHD8 plays a cell-intrinsic role in immune cells such as regulatory T cells (Tregs) that maintain immune tolerance through suppressing CD4^+^ and CD8^+^ effector T cells.

**Methods:**

Treg-specific conditional CHD8-deficient mice were generated by crossing Chd8^Flox/Flox^ mice with Foxp3^YFP−cre^ transgenic mice. Effects of CHD8 deficiency were investigated using hematoxylin and eosin (H&E) staining, flow cytometry, and multi-omics, including RNA-sequencing (RNA-seq), assay for transposase-accessible chromatin sequencing (ATAC-seq), and chromatin immunoprecipitation sequencing (CHIP-seq).

**Results:**

We found that Treg-specific CHD8 deletion led to early, fatal inflammation owing to increased CD4^+^ and CD8^+^ effector T cells. CHD8 deletion did not alter Treg homeostasis but increased their functional plasticity with elevated expression of effector T cell cytokines. CHIP-seq of Tregs uncovered that CHD8 binding genes were enriched in phosphatidylinositol-3 kinase (PI3K)–protein kinase B (Akt)–mammalian target of rapamycin (mTOR) signaling and several other pathways. RNA-seq and ATAC-seq revealed that CHD8 deletion upregulated a number of pathways, notably mammalian target of rapamycin complex 1 (mTORC1) signaling and its mediated glycolysis that have been reported to promote Treg plasticity. Integrating RNA-seq data with CHIP-seq and ATAC-seq data identified a number of CHD8 target genes whose expression depends on CHD8 direct binding-mediated chromatin remodeling.

**Conclusions:**

Our findings suggest that CHD8 plays an important role in maintaining Treg fitness through genetic and epigenetic mechanisms to control autoimmunity, which may have important implications in immune changes in autism.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s11658-025-00711-z.

## Introduction

CD4^+^ regulatory T cells (Tregs) are a specialized subset of T cells that suppress the activation and proliferation of other immune cells, particularly conventional/effector T cells [1]. Tregs play a crucial role in maintaining immune tolerance. They are important in preventing autoimmune diseases, allergies, and other immune-related disorders [2, 3]. Tregs express high levels of forkhead box P3 (Foxp3), a transcription factor that is unique to Tregs and required for Treg development and suppressive function [4]. Recent studies indicate that Tregs possess functional plasticity, manifested by being skewed toward effector-like Tregs that express effector T cell cytokines [4, 5].

Chromodomain helicase DNA-binding (CHD) proteins are crucial regulators of chromatin remodeling, gene transcription, and expression. As ATP-dependent chromatin modifiers, CHD proteins control the access of transcription factors and RNA polymerases to DNA by either “opening” or “closing” the structure of chromatin, which serve as gatekeepers of genomic access and deposit histone variants required for gene regulation [6]. CHD proteins are indispensable for developmental processes and are well-known to regulate autism pathogenesis [7, 8]. CHD8 of the CHD proteins is involved in many important signaling pathways, such as p53 and Wnt-β-catenin pathways [9, 10]. It is one of the most frequently mutated genes involved in the autism spectrum disorder [7, 11, 12]. Patients with CHD8 mutations often present with a distinctive phenotype, which includes not only the typical features of autism, such as social communication deficits and repetitive behaviors, but also macrocephaly, craniofacial abnormalities, intellectual disability, and overgrowth. Recent studies have demonstrated that CHD8 haploinsufficiency leads to disrupted brain development, particularly in the areas responsible for social and cognitive functions. These findings underscore the importance of CHD8 in neurogenesis and brain development, offering insights into the molecular mechanisms underlying CHD8-mediated autism [8, 13].

We have reported that CHD8 is essential for regulating hematopoiesis [9], similar to several other CHD proteins, including CHD3, CHD4, and CHD7. Loss of CHD8 impairs hematopoietic stem and progenitor cell (HSPC) survival and hematopoiesis [9, 14]. CHD8 deficiency leads to defective erythroblast cytokinesis and erythroid differentiation [15]. To date, the cell-intrinsic role of CHD8 in immune cells remains unknown. Given that autism is often accompanied by inflammatory disorders, including autoimmunity [16–19], and that an imbalance between T helper 17 cells (Th17) and Tregs may play a vital role in the progression of autism [20], it is conceivable that CHD8 impacts the immune system.

In this study, we aimed to investigate whether CHD8 in Tregs affected Treg behaviors to implicate its role in immune changes in autism. By characterizing Treg-specific CHD8 knockout (KO) mouse models, we found that loss of CHD8 dampened Treg fitness, which was associated with genetic and epigenetic alterations, leading to early, fatal, effector T cell-mediated inflammation, offering an explanation for the immune disorders in autism.

## Materials and methods

### Mouse model

Chd8^Flox/Flox^ mice were used, as reported previously [21]. To delete CHD8 in vivo in Tregs, Chd8^Flox/Flox^ mice were mated with Foxp3^YFP−Cre^ mutant mice, which express a knocked-in yellow fluorescent protein (YFP)/iCre-recombinase fusion protein from the Foxp3 locus without disrupting expression of the endogenous Foxp3 gene (strain no. 016959, Jackson Laboratory, Bar Harbor, ME, USA). Mouse genotyping was performed by PCR with primers for wild type (WT), floxed (Flox), and KO allele of Chd8 or Foxp3-Cre. In each experiment, 5–7 week-old and sex-matched Chd8^−/−^ and their WT littermates were used.

### Cell preparation and flow cytometry

Splenocytes were prepared freshly from Chd8^−/−^ mice and their WT littermates. Tregs were isolated from spleen with a CD4^+^CD25^+^ Regulatory T Cell Isolation kit by AutoMACS Pro (Cat no. 130–091-041, Miltenyi Biotec, Auburn, CA, USA). The purity of isolated Tregs was checked by fluorescence-activated cell sorting (FACS). Where indicated, splenocytes were stimulated with phorbol 12-myristate 13-acetate (PMA) (25 ng/ml) plus ionomycin (500 ng/ml) (Sigma, St Louis, MO, USA) for 5 h with GolgiStop (BD Bioscience, San Jose, CA, USA) in the last 2 h. Cells were then processed for surface and intracellular FACS staining, and cell proliferation was evaluated by in vivo bromodeoxyuridine (BrdU) incorporation assay, as previously reported [22].

### Real-time quantitative reverse transcription PCR (qPCR)

Total RNA was extracted from splenic Tregs with the RNeasy Mini kit (Qiagen, Valencia, CA, USA), and cDNA was prepared and qPCR was performed with SYBR Green qPCR or TaqMan Gene Expression Master Mix (Life Technologies, Carlsbad, CA, USA) on a StepOnePlus Real-Time PCR System (Thermo Fisher Scientific), as previously reported [22].

### Histology

The organs from mice were fixed freshly with 4% paraformaldehyde in phosphate buffer saline (PBS) and processed for histological examination with hematoxylin and eosin (H&E) staining.

### RNA sequencing (RNA-Seq)

Splenic CD4^+^ T cells were isolated from WT and Chd8^−/−^ mice by AutoMACS Pro. YFP^+^ cells were then sorted by FACS and analyzed for gene expression profiles by RNA-Seq. The next generation sequencing technology (10X Genomics Next GEM 3 version 3.1 assay) was performed by the Single Cell Genomics Core, Cincinnati Children’s Hospital Medical Center. RNA-seq libraries were prepared using Illumina RNA-Seq Preparation Kit and sequenced using a Novaseq 6000 sequencer at the DNA core of Cincinnati Children’s Hospital Medical Center.

### Chromatin immunoprecipitation sequencing (CHIP-seq)

Splenic CD4^+^CD25^+^ Tregs were isolated from C57B6/J mice by AutoMACS Pro. Half million Tregs were used for ChIP-seq that was performed according to a previously described protocol with slight modifications [23, 24]. In brief, Tregs were crosslinked with 1% formaldehyde at room temperature for 15 min with rotation and then quenched with 125 mM glycine. Isolation of nuclei, extraction of chromatin, and shearing with sonication were carried out as previously described [25] using the Magna ChIP A/G kit (Millipore Sigma, catalog no. 17–10,085). Chromatin was immunoprecipitated by incubating soluble chromatin with 1.5 μg of CHD8 antibody (Bethyl Laboratories, no. A301–224) or 1.5 μg of immunoglobulin G (IgG) antibody (Abcam, ab37355) at 4 °C overnight. Magna ChIP® Protein A + G Magnetic Beads (Millipore Sigma, catalog no. 16–663) were added next day and incubated for 2 h. CHD8-bound beads were washed in low salt wash buffer, high salt wash buffer, LiCl wash buffer, and Tris-EDTA (TE) buffer subsequentially. Harvested chromatin was then eluted from the beads, crosslinks were reversed, and DNA was purified as previously described [25], using the MinElute PCR Purification Kit (QIAGEN no. 28,204). Libraries were prepared with the NEBNext® Ultra™ II DNA Library Prep Kit for Illumina (no. E7645). Barcoded libraries were sequenced using a Novaseq 6000 sequencer at the DNA core of Cincinnati Children’s Hospital Medical Center.

### Assay for transposase-accessible chromatin sequencing (ATAC-seq)

ATAC-seq was carried out as described by Buenrostro et al. [26]. Briefly, ~50,000 sorted WT and Chd8^−/−^ CD4^+^YFP^+^ Tregs were centrifuged at 500 × *g* for 20 min at 4 °C. Cells were lysed in ice cold lysis buffers (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl2, and 0.1% NP-40) and centrifuged at 500 × *g* at 4 °C for isolation of nuclei. Transposase reaction was performed by incubating the isolated nuclei with Tn5 transposase from the Nextera DNA Library Preparation Kit (Illumina) for 30 min at 37 °C. Transposed DNA was purified using QIAGEN mini elute DNA purification kit per manufacturer’s instructions. PCR amplification and barcoding were done using forward (i5 Forward) and reverse (i7 Reverse) primers with specific index, NEB 2 × PCR Mix (New England Biolabs), and tagmented DNA. PCR conditions were the following: 72 °C for 5 min, 98 °C for 30 s, five cycles of 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 1 min. After the first PCR, DNA size was selected with 0.5 × volume SPRI beads (Agencourt AMPure, Beckman Coulter) and cleaned up with 1.5 × SPRI beads. The second PCR (98 °C for 30 s, followed by five cycles of 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 1 min) was performed with same forward and reverse primers. Libraries were purified with 1.5 × SPRI beads, and concentration and ATAC DNA profiles were analyzed with the Bioanalyzer DNA High Sensitivity Kit (Agilent). Libraries were sequenced on Novaseq 6000 (Illumina), with an average of 25 million paired-end reads per sample.

Primers used:

i5-1-Forward: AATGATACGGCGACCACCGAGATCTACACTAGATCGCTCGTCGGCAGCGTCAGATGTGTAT.

i7-1-Reverse: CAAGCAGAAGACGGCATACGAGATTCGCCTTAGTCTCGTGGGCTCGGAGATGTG.

i5-2-Forward: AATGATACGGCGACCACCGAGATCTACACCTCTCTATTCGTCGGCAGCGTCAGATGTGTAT.

i7-2-Reverse: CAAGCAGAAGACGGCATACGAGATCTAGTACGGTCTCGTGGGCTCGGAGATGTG.

i5-3-Forward: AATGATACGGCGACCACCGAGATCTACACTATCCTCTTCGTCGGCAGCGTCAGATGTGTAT.

i7-3-Reverse: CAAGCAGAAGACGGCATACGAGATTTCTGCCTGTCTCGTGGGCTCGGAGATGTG.

### Bioinformatic analysis

RNA-seq reads in FASTQ format were first subjected to quality control to assess the need for trimming of adapter sequences or bad quality segments. The programs used in these steps were FastQC version 0.11.7 [27], Trim Galore! version 0.4.2 [28], and cutadapt version 1.9.1 [29]. The trimmed reads were aligned to reference mouse genome version mm10 with the program STAR version 2.6.1e [30]. Aligned reads were stripped of duplicate reads with the program sambamba version 0.6.8 [31]. Gene-level expression was assessed by counting features for each gene, as defined in the NCBI’s RefSeq database [32]. Read counting was carried out with the program featureCounts version 1.6.2 from the Rsubread package [33]. Raw counts were normalized as transcripts per million (TPM). The list of differentially expressed genes and log2 fold changes were further used for gene set enrichment analysis (GSEA). GSEAPreranked tool within GSEA version 3.0.0 [34, 35] was applied with MH gene set from the Molecular Signatures Database (MSigDB) [36, 37]. Heatmap was generated using base graphics in R.

ATAC-seq and CHIP-seq raw reads in FASTQ files were assessed for quality control using FastQC version 0.11.9 [27]. Trimming of raw reads was performed using TrimGalore! version 0.6.7 [28] and cutadapt version 3.5 [29]. The trimmed reads were aligned to mouse reference genome mm39 with HISAT2 version 2.2.1-3n-0.0.2. [38]. Duplicate reads were removed using sambamba version 0.8.2 [31]. Peaks were called using Macs2 version 2.2.7.1 [39] and aggregated on each duplicate sample by combining overlapping peaks with bedtools version 1.16.1 [40]. A minimum of 50% overlap was considered. Peaks showing in only one replicate were removed. A final list of peaks was derived by taking the union of all aggregated peak lists. Reads under the final list of peaks were counted using featureCounts version 1.5.3 [41] on each binary alignment and map (BAM) file. Heatmaps and peak profiles were generated using deeptools version 3.5.5 (computeMatrix, plotHeatmap, and plotProfile) [42]. CHIP peaks were further overlapped with Chd8^−/−^ ATAC peaks. The overlapping Chd8^−/−^ ATAC peaks were split up into three classes: up, down, and same, according to their log2FC between WT and CHD8^−/−^ ATAC. ‘Regions’ 1.5 Kb around center of the described CHD8^−/−^ ATAC peaks were then employed to generate heatmaps and profiles using deeptools. These regions, defined by the overlapped Chd8^−/−^ ATAC peaks, were used to pair WT and CHD8^−/−^ regions and plotted side by side in heatmaps. In parallel, Chd8^−/−^ ATAC peaks non-overlapping with CHIP peaks were processed similarly to CHD8^−/−^ ATAC peaks overlapping with CHIP peaks. Two methods were used for gene set enrichments: (1) GSEA [34] when using a ranked list (the list of genes is ranked by the log2FC values) and (2) Enrichr [43–45]. Out of the complete Enrichr output, only the hallmark gene set was used, with the ten most enriched gene sets. Venn diagrams and bar graphs were generated using the R environment and the ggplot2 package [46].

### Statistical analysis

Two-tailed Student’s *t* or Mann–Whitney U test were used for experimental data analysis. *P* value of < 0.05 was considered significant.

## Results

### CHD8 deficiency causes effector T cell-mediated inflammatory disorders

To investigate the role of CHD8 in Tregs, we crossed Chd8^Flox/Flox^ mice [21] with Foxp3^YFP−cre^ transgenic mice, which express a knocked-in YFP/iCre-recombinase fusion protein under the control of X chromosome-linked Foxp3 gene, to generate Treg-specific Chd8^−/−^ mice (Chd8^Flox/Flox^Foxp3^YFP−Cre^ male mice or Chd8^Flox/Flox^Foxp3^YFP−Cre/YFP−Cre^ female mice) (Supplementary Fig. 1A). Splenic Tregs were purified from Chd8^−/−^ mice and WT mice (Chd8^+/+^Foxp3^YFP−Cre^ male mice or Chd8^+/+^Foxp3^YFP−Cre/YFP−Cre^ or Chd8^+/+^Foxp3^YFP−Cre/+^ female mice) by AutoMACS using a CD4^+^CD25^+^ regulatory T Cell Isolation kit. The purity of isolated Tregs was confirmed by FACS showing over 95% of CD4^+^CD25^+^ cells (Supplementary Fig. 1B). Tregs were genotyped by PCR for Chd8 and Cre. Chd8^−/−^ Tregs showed a strong KO allele with a faint Flox allele (Supplementary Fig. 1C). The faint flox allele was likely from the small proportion of non-Tregs. Through qRT-PCR analysis, we found that Chd8 expression was markedly reduced in Chd8^−/−^ Tregs (Supplementary Fig. 1D).

Chd8^−/−^ mice were small, lacked mobility, lost hair, developed skin ulceration, and deceased in 5–7 weeks after birth (Fig. 1A, data not shown). The mice showed enlarged spleen (Fig. 1B) and massive leukocyte infiltration and/or distorted architecture in the skin and lung, with intact heart, kidney, and liver (Fig. 1C). CHD8 deficiency decreased the frequencies of CD4^+^ but not CD8^+^ T cells. However, the numbers of CD4^+^ T cells were not affected and the numbers of CD8^+^ T cells were increased, likely owing to increased total splenocytes (Supplementary Fig. 2). CHD8 depletion upregulated the proportions of CD4^+^CD44^+^ (Fig. 1D) and CD8^+^CD44^+^ (Fig. 1E) T cells.

**Fig. 1:**
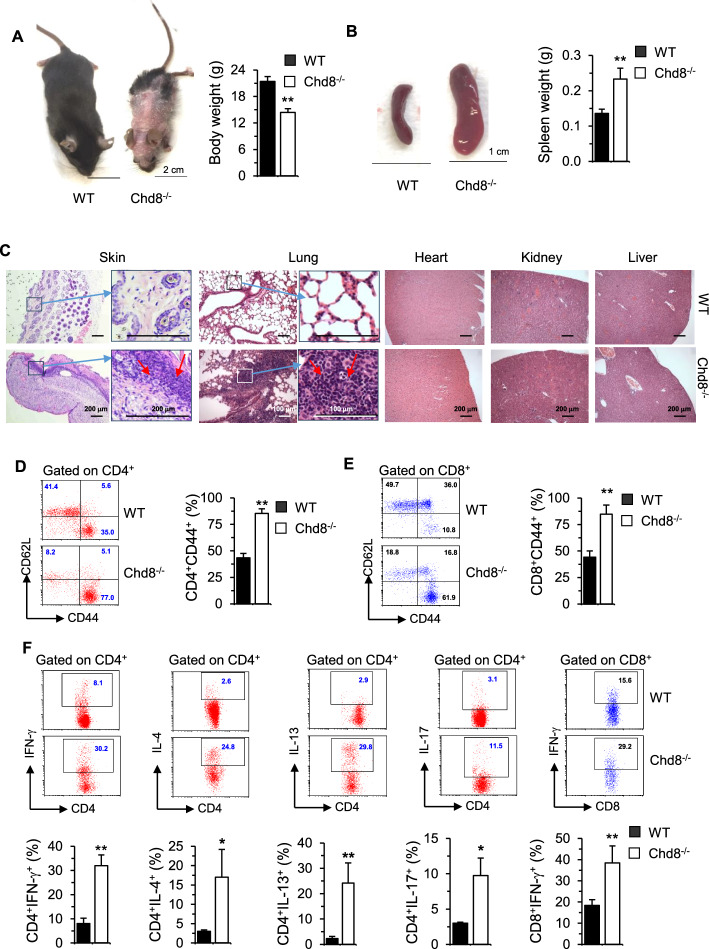
CHD8 deficiency causes effector T cell-mediated inflammatory disorders. **A**–**C** WT and Chd8^−/−^ mice were sacrificed at around 4–5 weeks old. Photos of mice **A**, spleens **B**, and their weights (right) are shown. Scale bars equal 1 cm or 2 cm, as indicated. WT: three males + two females; Chd8^−/−^: two males + two females. Mouse tissues, as indicated, were processed for H&E staining. Representative images are shown (**C**). The magnified views of skin and lung are also shown on the right of the original images, with red arrows pointing to the infiltrating leukocytes (scale bars equal 100 µm or 200 µm, as indicated). **D**–**E** Freshly isolated splenocytes were stained for CD4, CD8, CD62L, and CD44, followed by FACS analysis. Representative dot plots of CD62L and CD44 staining gated on CD4^+^ (**D**) or CD8^+^ (**E**) cells are shown (left). The percentages of CD44^+^ cells are shown in bar graphs (right). **F** Splenocytes were stimulated with PMA plus ionomycin for 5 h, with BD GolgiPlug™ added during the last 2 h. The cells were collected for surface staining of CD4 and CD8 and intracellular cytokine staining for IFN-γ, IL-4, IL-13, and/or IL-17, gated on CD4^+^ or CD8^+^cells, as indicated. Representative dot plots (upper) and percentages of cytokine positive CD4^+^ or CD8^+^ cells in bar graphs (lower) are shown. Results in bar graphs (**D**–**F**) represent mean plus standard deviation (SD) (WT: five males + five females; Chd8^−/−^: three males + five females). *P < 0.05, **P < 0.01 versus WT control group

To evaluate the potential effects of CHD8 deficiency on T cell cytokine secretion, spleen cells from both genotypes were briefly activated ex vivo with PMA plus ionomycin to induce cytokine production. GolgiStop was added in the last 2 h to block the intracellular protein transport processes required for the subsequent intracellular cytokine staining by FACS. We found that effector cytokines, namely interferon-gamma (IFN-γ), interleukin-4 (IL-4), IL-13, and/or IL-17 were significantly upregulated in CD4^+^ and CD8^+^ (Fig. 1F) T cells from Chd8^−/−^ mice. Given that IL-4 and IL-13 are known to promote allergic airway inflammation [22, 47], their increase may have contributed to the lung inflammation in CHD8^−/−^ mice. However, IL-4 and IL-13 could inhibit inflammatory response [48]. It is thus plausible that the increased IL-4 and IL-13 acted to resolve IFN-γ- and IL-17-induced inflammation but IFN-γ and IL-17 outperformed IL-4 and IL-13, resulting in net inflammation. Overall, these findings suggest that CHD8 deficiency induced effector T cell activation, which led to the observed inflammatory diseases.

### CHD8 deficiency does not affect Treg homeostasis

Chd8^−/−^ mice did not show alterations in the frequencies and absolute numbers of Tregs (Fig. 2A). Thymic Treg output may affect peripheral Treg homeostasis. We thus examined thymocyte development in Chd8^−/−^ and WT mice. We found that Chd8^−/−^ mice had comparable CD4^−^CD8^−^, CD4^+^CD8^+^, and CD4^+^CD8^−^ thymocytes with a moderate decrease in CD4^−^CD8^+^ cells to WT mice (Supplementary Fig. 3A). Consistent with intact peripheral Treg homeostasis, the frequencies of thymic Tregs remained unchanged in Chd8^−/−^ mice (Supplementary Fig. 3B). Hence, it seems that CHD8 deficiency did not affect overt thymocyte/thymic Treg cell development. We next examined Chd8^−/−^ Treg proliferation and survival. We found that Chd8^−/−^ Tregs exhibited increased proliferation, as reflected by elevated BrdU incorporation (Fig. 2B) but were more susceptible to cell death, as evidenced by upregulated active caspase 3 (Fig. 2C). We reason that counterbalance between increased proliferation and decreased survival led to no changes in Treg homeostasis.

**Fig. 2:**
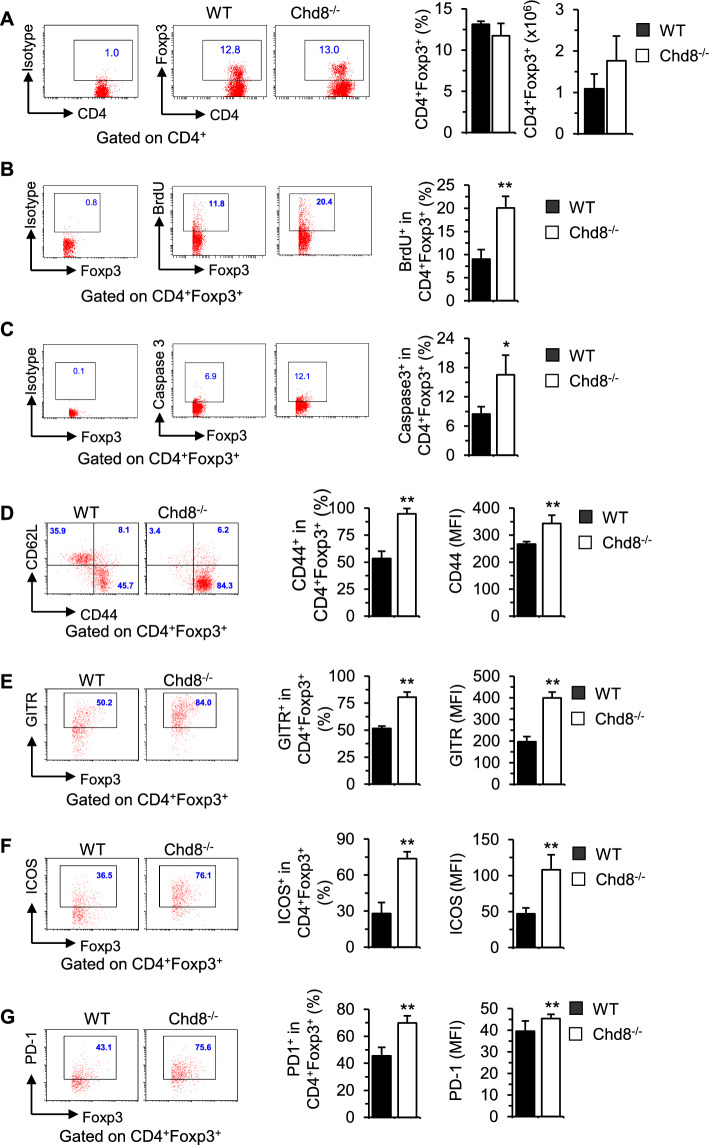
CHD8 deficiency does not affect Treg homeostasis but causes Treg activation. **A** Freshly isolated splenocytes were subjected to surface staining of CD4 and intracellular staining of Foxp3 (versus isotype control) and then analyzed by FACS. Representative dot plots of Foxp3 staining gated from CD4^+^ cells are shown. The graph panels show the proportions and absolute numbers of Tregs. **B** Treg proliferation. BrdU was injected into WT and Chd8^−/−^ mice 16 h before splenocytes were harvested for surface staining of CD4 and intracellular staining of Foxp3 and BrdU (versus isotype control). Representative dot plots of BrdU staining gated on CD4^+^Foxp3^+^ cells are shown. The percentages of CD4^+^Foxp3^+^ Tregs incorporated with BrdU are shown in a bar graph. **C** Treg apoptosis. Splenocytes were subjected to surface staining of CD4 and intracellular staining of Foxp3 and active caspase 3 (versus isotype control). Representative dot plots of active caspase3 staining gated on CD4^+^Foxp3^+^ cells are shown. The percentages of CD4^+^Foxp3^+^ Tregs expressing active caspase 3 are shown in a bar graph. **D** Splenocytes were subjected to surface staining of CD4, CD62L, and CD44 and intracellular staining of Foxp3. Representative dot plots of CD62L and CD44 staining gated on CD4^+^Foxp3^+^ cells are shown. The percentages and mean fluorescence intensity (MFI) of CD44^+^ cells are shown in bar graphs. **E–G** Splenocytes were subjected to surface staining of CD4 **E**–**G**, GITR **E**, ICOS **F**, and PD-1 **G**, and intracellular staining of Foxp3 **E**–**G**. Representative dot plots of GITR, ICOS, and PD-1 staining gated on CD4^+^Foxp3^+^ cells are shown. The percentages and MFI of the positively stained cells are shown in bar graphs. Results in bar graphs represent mean plus SD (WT: five males + five females; Chd8^−/−^: three males + three females). *P < 0.05, **P < 0.01 versus WT control group

### CHD8-deficient Tregs are activated, plastic, and impaired in functional competitiveness with CHD8-proficient Tregs

CHD8 deficiency significantly upregulated Treg activation marker CD44 (Fig. 2D) and several functional markers, including glucocorticoid-induced TNFR-related protein (GITR) (Fig. 2E), inducible T cell costimulator (ICOS) (Fig. 2F), and programmed death 1 (PD-1) (Fig. 2G) on Tregs. These data suggest that deletion of CHD8 leads to spontaneous Treg activation. In addition, CHD8 deficiency upregulated effector T cell cytokines IFN-γ (Fig. 3A), IL-4 (Fig. 3B), IL-13 (Fig. 3C), and IL-17 (Fig. 3D) in Tregs. The results suggest that CHD8 deficiency converted Tregs to effector-like Tregs and thus CHD8^−/−^ Tregs became plastic.

**Fig. 3:**
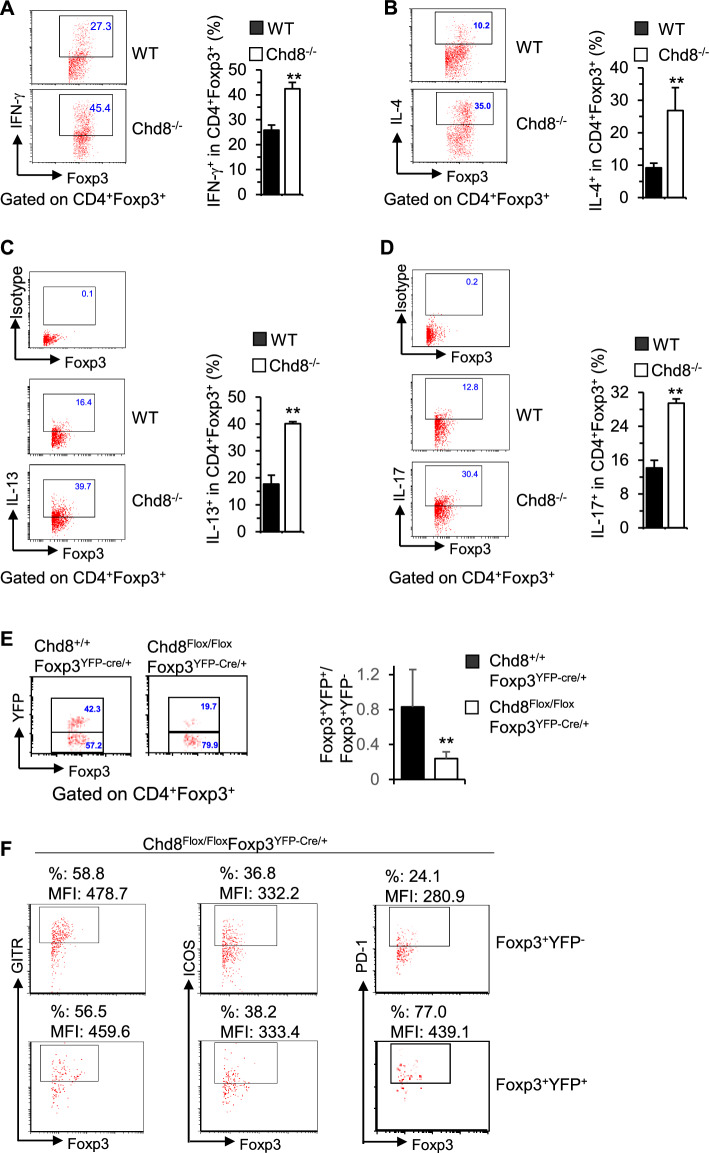
CHD8-deficient Tregs become plastic and are outcompeted by CHD8-proficient Tregs. **A**–**D** Freshly isolated splenocytes were stimulated with PMA plus ionomycin for 5 h with BD GolgiPlug™ added during the last 2 h. The cells were collected for surface staining of CD4 and intracellular staining of Foxp3, IFN-γ IL-4, IL-13, and IL-17. Percentages of IFN-γ^+^ (**A**), IL-4^+^ **B**, IL-13^+^ (**C**), and IL-17^+^ (**D**) cells gated on CD4^+^Foxp3^+^ cells are shown in representative dot plots and summarized in bar graphs. **E** Percentages of YFP^+^ and YFP^−^ cells gated on CD4^+^Foxp3^+^ cells are shown in representative dot plots from Chd8^+/+^Foxp3^YFP−cre/+^ and Chd8^Flox/Flox^Foxp3^YFP−cre/+^ mice. The ratios of YFP^+^/YFP^−^ cells are summarized in a bar graph. **F** Expression of the indicated Treg functional markers on Foxp3^+^YFP^−^ and Foxp3^+^YFP^+^ cells from Chd8^Flox/Flox^Foxp3^YFP−cre/+^ mice. Numbers indicate % and MFI. Data are representative of five mice. Results in bar graphs represent mean plus SD (WT: three males + three females; Chd8^−/−^: two males + three females). **P < 0.01 versus WT control group

We then examined female Chd8^Flox/Flox^Foxp3^YFP−Cre/+^ mice in comparison with female Chd8^+/+^Foxp3^YFP−Cre/+^ mice that were heterozygous for Foxp3^YFP−Cre^. As both CHD8-deficient Foxp3^+^YFP^+^ Tregs and CHD8-proficient Foxp3^+^YFP^−^ Tregs were present in female Chd8^Flox/Flox^Foxp3^YFP−Cre/+^ mice, the mice did not show signs of disease or weight loss. Owing to the X chromosome-linked nature of Foxp3 and random X chromosome inactivation by Foxp3^YFP−Cre^ knock-in transgene, female Foxp3^YFP−Cre/+^ mice are expected to maintain ~50% Foxp3^+^YFP^+^ Tregs and ~50% of Foxp3^+^YFP^−^ Tregs [4]. Indeed, female Chd8^+/+^Foxp3^YFP−Cre/+^ mice showed ~1:1 ratio of Foxp3^+^YFP^+^/Foxp3^+^YFP^−^ cells (Fig. 3E). Nonetheless, female Chd8^Flox/Flox^Foxp3^YFP−Cre/+^ mice had only ~0.25:1 ratio of Foxp3^+^YFP^+^/Foxp3^+^YFP^−^ (Fig. 3E). Thus, CHD8-deficient Foxp3^+^YFP^+^ Tregs were outcompeted by CHD8-proficient Foxp3^+^YFP^−^ Tregs in the same female Chd8^Flox/Flox^Foxp3^YFP−Cre/+^ mice.

Although Treg functional markers GITR, ICOS, and PD-1 were all increased on Chd8^−/−^ Tregs from Chd8^−/−^ mice bearing homozygous Foxp3^YFP−Cre^ (Fig. 2 E–G), only PD-1 was elevated on CHD8-deficient Foxp3^+^YFP^+^ Tregs when compared with CHD8-proficient Foxp3^+^YFP^−^ Tregs in the same mice bearing heterozygous Foxp3^YFP−Cre^ (Fig. 3F). Noting that PD-1 is a negative regulator of Treg function [49], our data suggest that loss of functional competence of CHD8-deficient Tregs is attributable to increased PD-1 expression. However, increased GITR and ICOS expression on Chd8^−/−^ Tregs from inflammatory Chd8^−/−^ mice may reflect a compensatory effect of dampened Treg function and the resultant inflammation.

Together, these findings suggest that CHD8 deficiency compromises Treg fitness, as reflected by increased plasticity that may lead to their conversion to CD4^+^ effector T cells and dampened function in suppressing CD4^+^ and CD8^+^ effector T cells.

### CHD8 deficiency alters gene expression in Tregs

Next, we explored potential mechanisms of CHD8-regulated Treg fitness. Sorted YFP^+^ Tregs were analyzed for gene expression profiles by RNA-Seq. 

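RNA-seq was carried out on YFP+ Tregs sorted from splenic CD4+ T cells of 2 WT and 2 Chd8-/- mice, with 1 library per mouse. The labels of the WT libraries name a floxed Chd8 allele with a heterozygous Foxp3 YFP-Cre allele, and the grouping of the paper was used. The authors trimmed the reads, aligned them to mm10 with STAR, removed duplicates with sambamba, counted reads on RefSeq genes with featureCounts and expressed the counts as TPM, a value scaled by gene length and library total, rounded to 0.1. The number of reads behind each value was not derived here, and no interval for counting error is given. TPM above 0 was listed for 19943 and 19540 genes in the Chd8-/- libraries and for 20284 and 20984 genes in the WT libraries. Of 35865 genes listed under a single name, 15240 had a TPM of at least 1 in 2 or more of the 4 libraries and were compared as log2(TPM + 1). The comparison used limma with a mean-variance trend (two-sided, Benjamini-Hochberg adjustment over these genes). An exact permutation test of 2 against 2 libraries cannot give a p-value below 0.333. Across genes, which are not independent replicates, the correlation of the log2 values was 0.860 between the Chd8-/- libraries and 0.919 between the WT libraries. Between the genotypes it was 0.897 and 0.902 for Chd8-/- replicate 1 with the WT libraries, higher than with Chd8-/- replicate 2, and 0.840 and 0.842 for Chd8-/- replicate 2. The median over genes of the SD between replicates was 0.368 in Chd8-/- and 0.228 in WT Tregs on the log2 scale.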

Overall, 218 genes were upregulated, whereas 167 genes were downregulated in Chd8^−/−^ Tregs as compared with WT Tregs (Log2FC cutoff: 1.0) (Fig. 4A). 

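A log2 fold change of at least 1 was found for 781 genes upward and 1768 genes downward in Chd8-/- Tregs. In 610 of the upregulated and 1379 of the downregulated genes, both Chd8-/- libraries lay beyond both WT libraries. Over all genes compared, the groups did not overlap in 6494 genes or 42.6%, where chance gives 33.3%. By ratio, the pseudocount moved these counts most, with 362 genes upward and 690 downward when 5 TPM were added in place of 1 TPM. Without Chd8-/- replicate 1 the counts were 1371 and 3107. The median log2 fold change of all genes was −0.15, and quantile normalization moved it to 0.00 and gave 1146 genes upward and 1231 downward. No gene reached an adjusted p-value under 0.05 in limma (0 genes), and the smallest adjusted p-value was 0.0807. At an unadjusted p-value under 0.05 there were 1555 genes, of which 595 were higher and 960 lower in Chd8-/- Tregs. Across the alternative settings the smallest adjusted p-value lay between 0.0347 and 0.552, and 2 genes, Cdkn1a and Mir7649, were called when only genes with a mean TPM of at least 5 were tested.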

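Chd8 itself, on the minus strand of chromosome 14 from 52198151 to 52258042 in GRCm38, was listed at 14.9 and 11.4 TPM in Chd8-/- and at 24.7 and 27.6 TPM in WT Tregs. Its log2 fold change was −0.95 (standard error 0.29, n = 2 mice per genotype, adjusted p = 0.455 from limma). The values cover the whole gene and do not separate the floxed exons from the others.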

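The Hallmark gene sets were not used here. Lists of enzymes or target genes written before the data were examined were tested in their place with camera of limma (inter-gene correlation 0.01, two-sided, Benjamini-Hochberg adjustment over 8 lists). The 18 glycolysis genes tested had a median log2 fold change of 0.22 (adjusted p = 0.0136), and 13 of them were higher in Chd8-/- Tregs. For 80 genes of oxidative phosphorylation the median was 0.17 (adjusted p = 0.00292), with 53 genes higher and 27 lower. A list of 20 redox enzymes also had a median of 0.17 (adjusted p = 0.0136). The 26 p53 target genes had a median of 0.43 (adjusted p = 3.5e-07). Camera sets a list against the other genes compared. Another question is asked by fry, which tests a list against no change and estimates the correlation from the libraries. Under fry none of these 4 lists passed an adjusted p-value of 0.05. The adjusted p-values of fry were 0.222 for glycolysis, 0.580 for oxidative phosphorylation, 0.159 for redox enzymes and 0.126 for p53 targets. With another pseudocount, quantile normalization or a replicate block, the adjusted p-value of camera lay between 0.0189 and 0.0583 for glycolysis, between 0.00329 and 0.305 for oxidative phosphorylation, between 0.0202 and 0.131 for redox enzymes, and between 3.1e-07 and 4.5e-06 for p53 targets, with the highest value after quantile normalization in each list. Without Chd8-/- replicate 1 the median of the oxidative phosphorylation genes was −0.06 and that of the glycolysis genes 0.39, and without Chd8-/- replicate 2 the oxidative phosphorylation median was 0.32.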

Hallmark pathway analysis revealed that a number of pathways were upregulated, represented by mTORC1, p53, glycolysis, oxidative phosphorylation, reactive oxygen species (ROS), and inflammatory pathways such as IL-2-Stat5, which is important for IFN-γ expression, TNFA signaling via NFKB, inflammatory response, IFN-γ response, and IL-6-JAK-Stat3, which is essential for IL-17 expression (Fig. 4B and C). 

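Cdkn1a lies on the plus strand of chromosome 17 from 29090979 to 29100722 in GRCm38 and encodes the cyclin-dependent kinase inhibitor p21. It was listed at 190.7 and 150.1 TPM in Chd8-/- Tregs and at 0.2 and 0.3 TPM in WT Tregs. The log2 fold change was 7.09 (standard error 0.31, n = 2 mice per genotype, adjusted p = 0.0807 from limma), and it stayed between 6.92 and 7.26 when each library was left out in turn. Because the WT values are near the smallest value listed, the fold depends on the pseudocount, with a log2 fold change of 8.93 when 0.1 TPM was added and 5.05 when 5 TPM were added. Ranked by log2 fold change, Cdkn1a held rank 2 of the genes compared. Rank 1 was held by Mir7649, which was listed at 0 in both WT libraries and at 161.5 and 145.5 TPM in Chd8-/- Tregs. Genes with exons under 200 nt, the class of microRNA precursors, passed a fold change of 2 in 47.2% of cases and longer genes in 14.6%. With 5 TPM added, Cdkn1a held rank 1, and with 0.1 TPM added rank 3, as without Chd8-/- replicate 1, where Mt2 held rank 1. The plot of single libraries sets Cdkn1a beside Chd8, Bhlhe40, Perp, Cdk6 and Trp53.

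**Figure D1:**
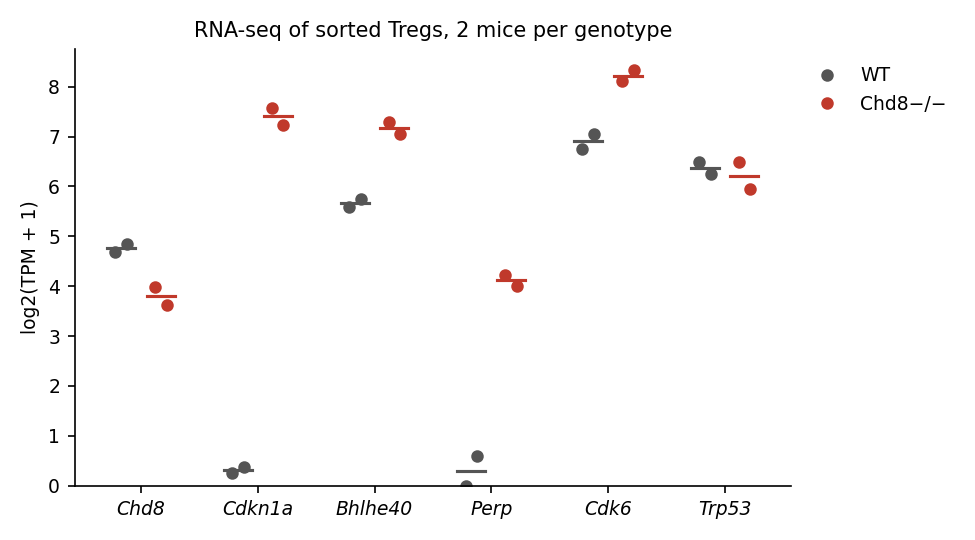
Expression of Chd8, Cdkn1a, Bhlhe40, Perp, Cdk6 and Trp53 as log2(TPM + 1) in sorted Tregs of 2 WT mice (gray) and 2 Chd8-/- mice (red), with 1 point per mouse and a bar at the mean. For Cdkn1a the Chd8-/- libraries lie at 190.7 and 150.1 TPM and the WT libraries at 0.2 and 0.3 TPM, while the Trp53 values of the genotypes overlap.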

Of note, the most upregulated gene in Chd8^−/−^ cells was Cdkn1a (Fig. 4D), a target of various upregulated pathways such as mTORC1, p53, G2/M checkpoint, early region 2 binding factor (E2F), hypoxia, apoptosis, inflammatory response, IFN-γ response, and tumor necrosis factor alpha (TNFA) signaling via nuclear factor kappa-light-chain-enhancer of activated B cells (NFKB). 

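Among the mTORC1 target genes Hspa5, Pgk1, Ccng1, Fgl2, Ero1l, Cxcr4, Bhlhe40 and Cdkn1a, the log2 fold change in Chd8-/- Tregs ranged upward from 0.80 for Hspa5, and in all 8 both Chd8-/- libraries lay above both WT libraries. Bhlhe40, on chromosome 6 from 108660629 to 108666925 in GRCm38, was listed at 155.0 and 131.0 TPM in Chd8-/- and at 47.0 and 52.5 TPM in WT Tregs (log2 fold change 1.50, standard error 0.21, adjusted p = 0.373 from limma). Of the p53 targets, Perp was listed at 17.7 and 15.1 TPM in Chd8-/- and at 0 and 0.5 TPM in WT Tregs (log2 fold change 3.82, standard error 0.43, adjusted p = 0.373 from limma). The fold of Perp depends on the pseudocount, with a log2 fold change of 6.07 when 0.1 TPM was added and 2.03 when 5 TPM were added. Jun and St14 had log2 fold changes of 1.65 and 1.50, and that of St14 was 2.13 when 0.1 TPM was added and 0.69 when 5 TPM were added. In the ROS pathway, Txnrd1, Gpx4, Gsr, Prdx4 and Sod1 had log2 fold changes between 0.58 and 0.96, and the libraries of the genotypes overlapped for Txnrd1 only, whose value was 0.06 without Chd8-/- replicate 2. Adjusted over the list alone, 8 of 8 mTORC1 genes, 3 of 3 p53 genes and 1 of 5 ROS genes had an adjusted p-value under 0.05 from limma, against 0 over all genes tested. The paper chose these genes from the same libraries, so the counts over the lists are not independent evidence.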

The fold increase (Chd8^−/−^ versus WT) of representative genes in signaling pathways of mTORC1, p53, and ROS are shown (Fig. 4E), and upregulation of several key genes in these pathways was verified by qPCR (Supplementary Fig. 4).

**Fig. 4:**
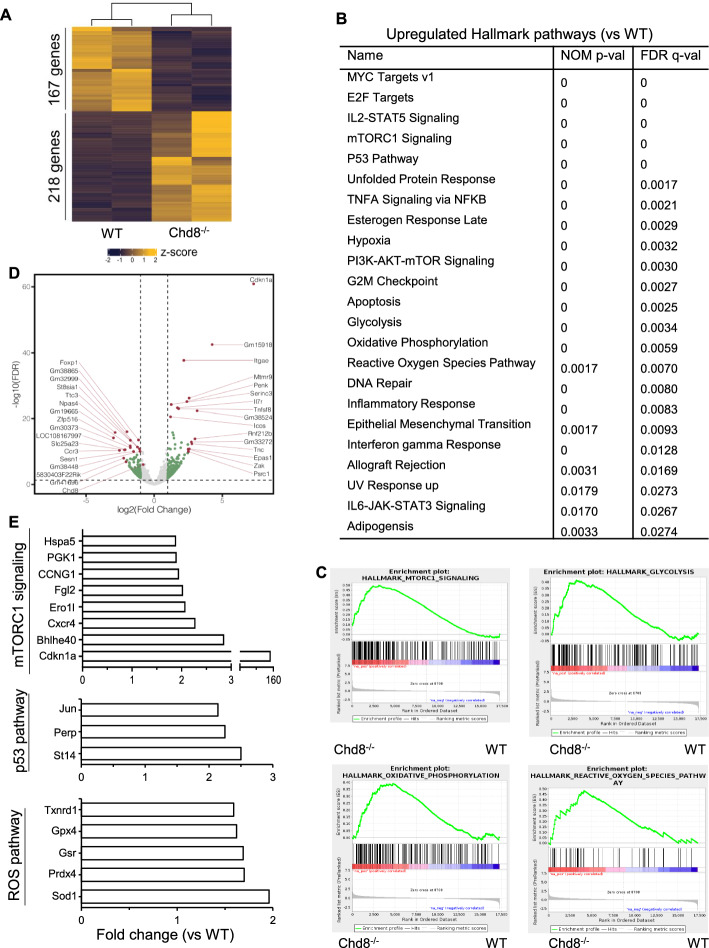
CHD8 deficiency alters global gene expression. Splenic CD4^+^ T cells were isolated from WT and Chd8^−/−^ mice (WT: one male + one female; Chd8^−/−^: one male + one female) by AutoMACS. YFP^+^ cells were then sorted by FACS and analyzed for gene expression profiles by RNA-Seq. **A** Heatmap of differentially expressed genes between WT and Chd8^−/−^ Tregs. **B** Representative upregulated hallmark pathways in Chd8^−/−^ Tregs. **C** Representative GSEA enrichment plots of upregulated pathways in Chd8^−/−^ Tregs. **D** Volcano plot of differentially expressed genes between WT and Chd8^−/−^ Tregs. Log2FC cutoff: 1.0; FDR < 0.05. **E** Fold changes (Chd8^−/−^ versus WT) of representative genes in mTORC1, p53, and ROS signaling pathways

### CHD8 regulates chromatin remodeling either dependent or independent of CHD8 direct binding

CHD8 plays an important role in chromatin remodeling. We investigated whether CHD8 deficiency in Tregs affected chromatin remodeling, leading to altered chromatin accessibility. To this end, we performed an assay for transposase-accessible chromatin sequencing (ATAC-Seq) with sorted Tregs from WT and Chd8^−/−^ mice. 

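ATAC-seq, which maps open chromatin by the insertion of adapters with a transposase, was carried out on sorted CD4+YFP+ Tregs of 1 WT and 2 Chd8-/- mice. The authors aligned the reads to mm39 with HISAT2, removed duplicates, called peaks with Macs2, combined the peaks of duplicates, and counted reads under the union of the peaks with featureCounts. The values analyzed are TPM over 81800 peaks, 1 value per mouse, although the labels list 2 libraries per mouse, and the paper does not state how these were combined. The methods give an average read number per sample. A search for a common step of 1 read in the values, chosen after the data were seen, found none. The closest fit to whole reads had a mean cosine of 0.344, 0.534 and 0.417 in the 3 libraries, where 1 would be exact, against 0.225 to 0.398 for values shuffled over peaks and 0.853 to 0.998 in simulated libraries of up to 20002129 reads, so the depth behind each value stays unknown. Log2 changes were taken between the mean of the Chd8-/- mice and the WT mouse after 0.84 TPM, 0.1 of the median value, was added. With a single WT mouse the WT group has no replicate, and a test between the genotypes would rest on the spread between the Chd8-/- mice alone. No such test was run, so counts past the log2 cutoff of 0.4 are reported without p-values. For comparison, unchanged libraries were simulated 20 times with the spread between the Chd8-/- mice, each with 1 shared WT library.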

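On log2 values centred for each peak, 76.5% of the variance lay on the first principal component and 23.5% on the other one, which exhausts the variance of 3 libraries. Across peaks, the correlation was 0.966 between the Chd8-/- mice, 0.922 between Chd8-/- mouse 1 and the WT mouse, and 0.913 between Chd8-/- mouse 2 and the WT mouse. The Chd8-/- mice lay 1 or more apart on the log2 scale at 307 peaks. The same distance from the WT mouse was found at 3025 peaks for Chd8-/- mouse 1 and at 3675 peaks for Chd8-/- mouse 2. Peaks are not independent replicates, and a second WT mouse would be needed to measure the spread within WT Tregs.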

Principal component analysis (PCA) revealed that chromatin accessibility in Chd8^−/−^ Tregs was clearly different from that in WT Tregs, and the Chd8^−/−^ biological duplicates exhibited similar chromatin accessibility (Supplementary Fig. 5A). Fragment size distribution analysis found that there was a high proportion of short fragments (< 100 base pairs (bp)) in each sample (Supplementary Fig. 5B), indicative of a successful ATAC-seq. A clear peak at ~200 bp was present in each sample (Supplementary Fig. 5B), suggesting that the ATAC-seq captured the expected pattern of nucleosome positioning. The fragment size distribution data also implicate that the library we prepared was of good quality. 

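The changes of the Chd8-/- mice against the shared WT mouse correlated across peaks at 0.812. Unchanged simulated libraries, which share the WT library in the same way, gave 0.499. A log2 change of at least 0.4 in the same direction in each Chd8-/- mouse was found upward at 10389 peaks, against 1721.3 in the simulations, and downward at 5209 peaks, against 1714.8. A log2 change past 1 in the mean was found at 2890 peaks, against 110.2 in the simulations.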

Heatmaps and peak profiles uncovered that CHD8 deficiency caused either increased (up) or decreased (down) chromatin accessibility (Fig. 5A; Supplementary Fig. 5C). 

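At the log2 cutoff of 0.4, 14132 peaks were higher and 8133 lower in the mean of the Chd8-/- mice, and 59535 peaks passed neither cutoff. Peaks past the cutoff made up 27.2% of all peaks. In the simulations of unchanged libraries, 3644.7 peaks passed upward and 3647.5 downward. The pseudocount moved the counts most among the alternatives that kept the cutoff, with 2674 peaks upward and 1665 downward when the median value was added. Quantile normalization gave 10660 and 9912 peaks, so that 51.8% of the changed peaks were higher in place of 63.5%.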

Among all ATAC peaks, there were 6641 ATAC up and 3283 ATAC down peaks, whereas 71,165 peaks were not altered (same) by the loss of CHD8 (Fig. 5A), suggesting that CHD8 only regulates chromatin accessibility at a small proportion of genomic loci. 

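The peak tables do not pair peaks with genes, and the Hallmark gene sets were not used here. ATAC peaks were therefore counted within 50 kb of the outermost CHD8 peaks that Supplementary Table 1 assigns to Cdkn1a and Bhlhe40. Around Cdkn1a there were 59 ATAC peaks on chromosome 17 between 29176569 and 29616952 in the build of the peak tables, of which 12 were higher and 10 lower in Chd8-/- Tregs at the log2 cutoff of 0.4. Around Bhlhe40 there were 12 ATAC peaks on chromosome 6 between 108586304 and 108686888, of which 5 were higher and 0 lower.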

Hallmark pathway analysis of genes with altered ATAC peaks upon CHD8 loss showed upregulation of hypoxia and TNFA signaling via NFKB, both of which contain mTORC1 target genes Cdkn1a and Bhlhe40 (Fig. 5B; Supplementary Fig. 5D).

**Fig. 5:**
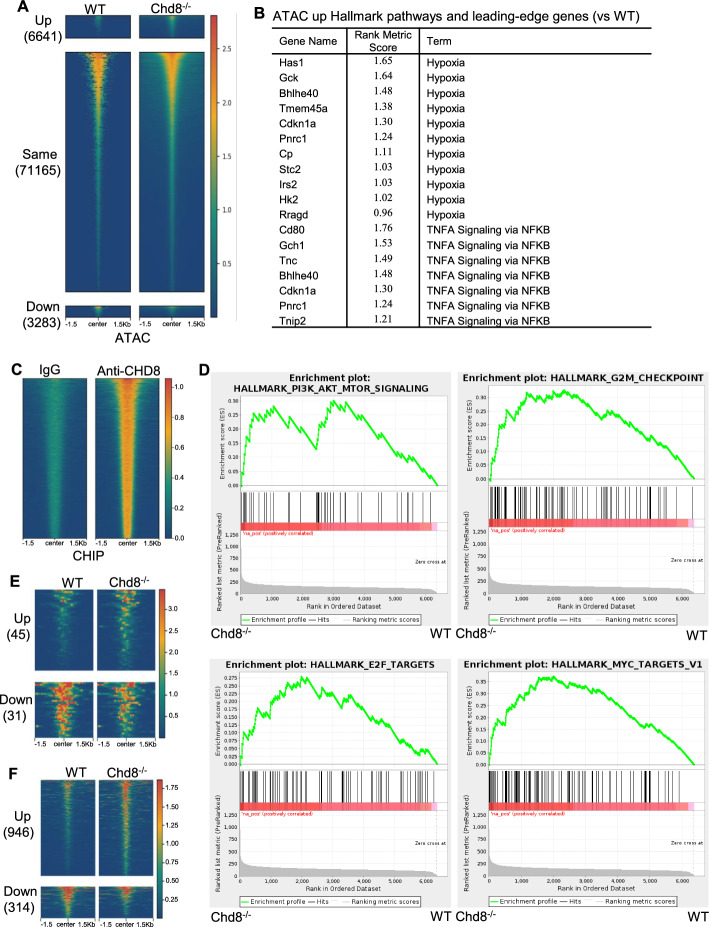
CHD8 deficiency leads to chromatin remodeling. Splenic CD4^+^ T cells were isolated from WT and Chd8^−/−^ mice by AutoMACS. YFP^+^ cells were then sorted by FACS and analyzed by ATAC-seq and CHIP-seq. **A** Heatmap of ATAC-seq peaks in WT and Chd8^−/−^ Tregs showing ± 1.5 kb around the ATAC-seq peak center. Results are from one WT male mouse, one Chd8^−/−^ male mouse, and one Chd8^−/−^ female mouse. Cutoff: Log2FC = 0.4. **B** Genes with altered ATAC-seq peaks in Chd8^−/−^ versus WT cells were analyzed for enrichment in hallmark pathways. Upregulated hallmark pathways and leading-edge genes are shown. Note: no downregulated hallmark pathways were found.** C** Heatmap of anti-CHD8 CHIP-seq peaks compared with IgG control in Tregs. Results are from one WT male mouse and one WT female mouse.** D** GSEA enrichment plot of representative pathway of CHD8 binding genes. **E** Heatmap of ATAC up and ATAC down peaks at CHD8 binding sites in Chd8^−/−^ Tregs.** F** Heatmap of ATAC up and ATAC down peaks at non-CHD8 binding sites in Chd8^−/−^ Tregs

CHD8 is a DNA binding protein. We thus carried out CHIP-seq to identify CHD8 binding sites in Tregs. 

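CHIP-seq was carried out with an antibody against CHD8 or with IgG on splenic CD4+CD25+ Tregs of 2 WT mice, 1 male and 1 female by the legend of Fig. 5. The authors aligned the reads to mm39, removed duplicates, called peaks with Macs2, combined the peaks of duplicates and expressed the reads under each peak as TPM over the peaks. The table used here holds 6971 peaks with 1 anti-CHD8 value per mouse, and values for IgG are not analysed here. In 6970 and 6967 of the 6971 peaks, those short enough to be checked against the rounding, the value times the length came to a whole multiple of one step per mouse, from which 549862 and 754775 reads in peaks were recovered for mouse 1 and mouse 2. The median peak held 70 and 93 reads in these mice. Reads without molecular identifiers are not independent molecules, so these numbers bear on counting error only. ATAC peaks and CHIP peaks were overlapped with bedtools at 1 bp or more in the build the authors used, and no coordinate was converted.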

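Across the CHIP peaks, which are not independent replicates, the log2 values of the 2 mice correlated at 0.788. The values of 91.0% of peaks differed by less than 1.5 times between the mice. The SD over peaks of the log2 difference between the mice was 0.345, where counting the recovered reads alone gives 0.251. From the 10th to the 90th percentile, the mean value of a peak ranged from 102 to 192 TPM. No reads were listed at 29 peaks in mouse 1 and at 23 peaks in mouse 2.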

PCA confirmed that CHD8 bound to DNA in Tregs and that the biological duplicates were reproducible (Supplementary Fig. 5E). The CHIP-seq found that most of the CHD8 binding peaks in Tregs were located within 5′ untranslated regions (UTR), transcription start sites (TSS), and exons (Fig. 5C; Supplementary Fig. 5F). Of note, TSS + 5′ UTR regions contained more than 80% of peaks, indicative of a strong enrichment around the promoter region. Hallmark pathway analysis of CHD8 binding genes showed enrichment in PI3K-Akt-mTOR signaling, G2M checkpoint, E2F targets, and Myc targets (Fig. 5D; Supplementary Table 1).

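Supplementary Table 1 lists 24 CHIP peaks for 6 genes, Hspa5, Fgl2, Bhlhe40, Ccng1, Cdkn1a and Pgk1, and all 24 were found in the CHIP peak table. Hspa5 has 11 of these peaks over 908031 bp of chromosome 2, Cdkn1a 4 peaks over 340383 bp of chromosome 17, and Bhlhe40 a single peak on chromosome 6 from 108636304 to 108636888. The Bhlhe40 peak had 149.4 and 108.6 TPM in the 2 mice. The 4 Cdkn1a peaks had between 131.9 and 217.2 TPM. At the 24 peaks lie 22 ATAC peaks, of which 1, assigned to Hspa5, was higher in Chd8-/- Tregs at the log2 cutoff of 0.4 (log2 change 0.65) and 0 were lower.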

To examine whether CHD8 deficiency affected chromatin accessibility at CHD8 binding sites versus non-CHD8 binding sites, we overlapped ATAC peaks with CHIP peaks and found that CHD8 deficiency either increased or decreased chromatin accessibility at CHD8 binding sites (Fig. 5E; Supplementary Fig. 5G). 

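Of the CHIP peaks, 5897 or 84.6% overlapped an ATAC peak, and 6035 ATAC peaks overlapped a CHIP peak. At these CHD8 binding sites, 412 ATAC peaks or 6.83% were higher and 98 or 1.62% were lower in Chd8-/- Tregs at the log2 cutoff of 0.4. When at least 50% of the ATAC peak had to be covered, 377 of 4626 peaks were higher and 79 lower. With a log2 cutoff of 1, 27 peaks were higher and 2 lower.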

There were 45 ATAC up and 31 ATAC down peaks at CHD8 binding sites upon CHD8 loss (Fig. 5E). Meanwhile, we found 946 ATAC up and 314 ATAC down peaks at non-CHD8 binding sites in the absence of CHD8 (Fig. 5F; Supplementary Fig. 5H). 

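Among the 75765 ATAC peaks that overlap no CHIP peak, 13720 or 18.1% were higher and 8035 or 10.6% were lower in Chd8-/- Tregs at the log2 cutoff of 0.4. Odds ratios at binding sites against other sites set changed against unchanged peaks, with peaks changed the other way left out. The odds ratio was 0.294 upward (two-sided Fisher's exact test, p = 2.6e-169) and 0.119 downward (two-sided Fisher's exact test, p = 2.2e-195). Peaks are not replicates, so the tests describe this list of peaks only. ATAC peaks at binding sites had a higher median signal, 26.8 TPM against 7.9 TPM, and a larger median width, 1052 bp against 305 bp. Within the lowest decile of mean ATAC signal, 51.2% of peaks at binding sites and 35.9% of other peaks were higher, while within the highest decile the shares were 0.232% and 2.03%. Downward, the shares in the lowest decile were 0.344% at binding sites and 16.3% elsewhere. The plot of these shares by signal gives all 10 deciles.

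**Figure D2:**
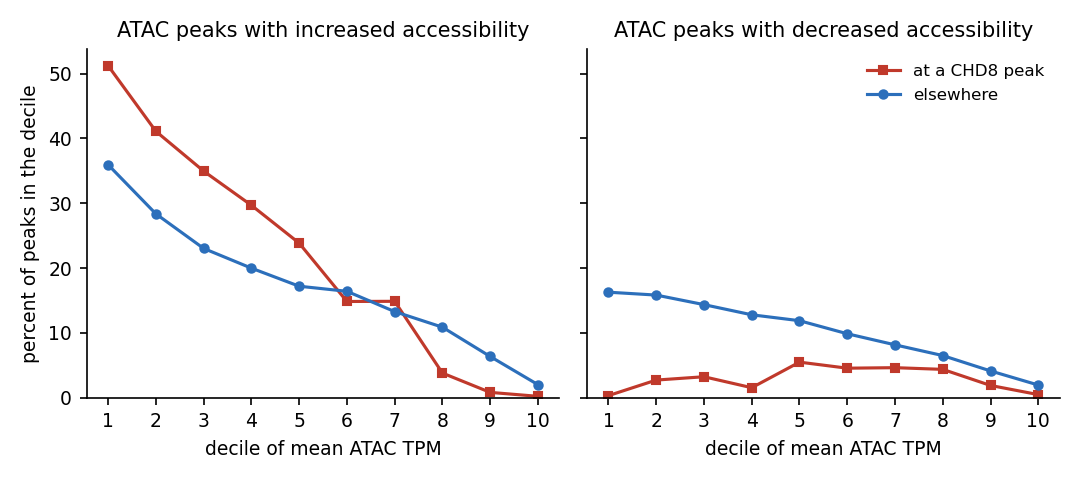
Percent of ATAC peaks past a log2 change of 0.4 upward (left) and downward (right) in Chd8-/- Tregs, by decile of mean ATAC TPM from lowest to highest, at peaks that overlap a CHIP peak (red squares) and elsewhere (blue circles). The upward share at binding sites is above the share elsewhere in 6 of 10 deciles and under it in 4, and the downward share is under it in all 10 deciles.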

Our finding of ATAC up or ATAC down at CHD8 binding sites in Chd8^−/−^ Tregs suggests that chromatin closing or opening at certain genomic regions of Tregs is regulated by CHD8 direct binding. However, the finding of ATAC up or ATAC down at non-CHD8 binding sites in Chd8^−/−^ Tregs suggests that chromatin closing or opening at certain genomic regions of Tregs is regulated by CHD8 but not through CHD8 direct binding.

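With each Chd8-/- mouse required to pass the cutoff, 298 ATAC peaks were higher and 64 lower at CHD8 binding sites, and 10091 were higher and 5145 lower elsewhere. When 1 Chd8-/- mouse was left out, the odds ratio at binding sites against elsewhere lay between 0.221 and 0.359 upward and between 0.129 and 0.156 downward. From changes in both directions at both kinds of sites, the paper proposes that CHD8 closes or opens chromatin at some regions through direct binding and at others without it.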

### Identification of CHD8 target genes whose expression is regulated by CHD8 direct binding-mediated chromatin remodeling

Next, we wished to identify CHD8 direct targets in Tregs. To this end, we overlapped CHD8 binding genes revealed by CHIP-seq with upregulated or downregulated genes in Chd8^−/−^ cells revealed by RNA-seq. We found that 199 genes (Supplementary Table 2) bound by CHD8 were upregulated and 122 genes (Supplementary Table 3) bound by CHD8 were downregulated upon CHD8 loss (Fig. 6A), suggesting that 321 genes are CHD8 direct targets, among which the expression of 199 genes is inhibited by CHD8 binding, and the expression of 122 genes is induced by CHD8 binding. 

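All 321 genes of Supplementary Tables 2 and 3 are listed in the RNA table. Each of the 199 genes of Supplementary Table 2 was higher in Chd8-/- Tregs, with a median log2 fold change of 0.83, and 136 of them reached the log2 cutoff of 0.7 on the scale used here. In 179 of the 199 both Chd8-/- libraries lay above both WT libraries. Each of the 122 genes of Supplementary Table 3 was lower, with a median log2 fold change of −1.10, and 109 of them reached a log2 fold change of −0.7. Both Chd8-/- libraries lay under both WT libraries in all 122. The paper chose these genes from the same libraries, so their directions are not independent evidence. Among all genes compared, 1402 were higher and 2925 lower at the cutoff of 0.7, and without Chd8-/- replicate 1 the counts were 2089 and 4512. Quantile normalization gave 2053 and 2076, so that the excess of lower genes depends on the normalization. A test of bound against unbound genes was not run, since the copy of Supplementary Table 5 used here holds 1998 of the 5301 genes that the paper counts as bound in Tregs only.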

Hallmark pathway analysis of the CHD8 direct targets revealed that a number of pathways were upregulated upon CHD8 deficiency. These pathways include p53, IL-2-Stat5, IL-6-JAK-Stat3, TNFA signaling via NFKB, Myc targets V1, apoptosis, and oxidative phosphorylation (Fig. 6B).

**Fig. 6:**
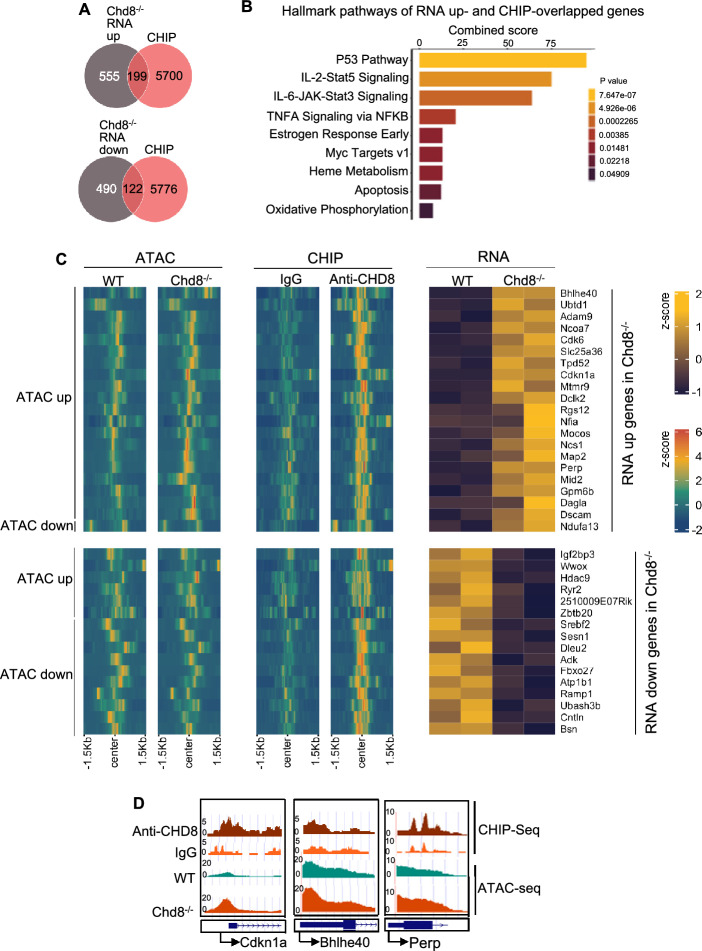
Identification of CHD8 target genes whose expression is regulated by CHD8 direct binding-mediated chromatin remodeling. **A** Overlapping between genes bound by CHD8 and genes upregulated or downregulated in Chd8^−/−^ cells identified through RNA-seq. RNA-seq Cutoff: Log2FC = 0.7. **B** Enriched pathways of CHD8 direct targets revealed by overlapping CHIP-seq data with RNA-seq data. Gene set enrichment was carried out by using Enrichr. **C** Heatmaps of RNA-seq, CHIP-seq, and ATAC-seq of CHD8 direct targets that may contribute to Chd8^−/−^ Treg phenotypes. **D** ATAC-seq and anti-CHD8 CHIP-seq tracks of Cdkn1a, Bhlhe40, and Perp in WT and/or Chd8^−/−^ Tregs

We then analyzed chromatin accessibility of the CHD8 direct targets by overlapping the upregulated or downregulated targets with genes bearing ATAC up or ATAC down in Chd8^−/−^ cells. We found that (1) 20 upregulated targets (Adam9, Bhlhe40, Cdk6, Cdkn1a, Dagla, Dclk2, Dscam, Gpm6b, Map2, Mid2, Mocos, Mtmr9, Ncoa7, Ncs1, Nfia, Perp, Rgs12, Slc25a36, Tpd52, and Ubtd1) showed ATAC up (Fig. 6C), suggesting that expression of those 20 genes is inhibited by CHD8 direct binding that closes the gene loci; (2) 1 upregulated target (Ndufa13) showed ATAC down (Fig. 6C), suggesting that expression of that gene is inhibited by CHD8 direct binding that opens the gene loci; (3) 6 downregulated targets (2510009E07Rik, Hdac9, Igf2bp3, Ryr2, Wwox, and Zbtb20) showed ATAC up (Fig. 6C), suggesting that expression of those 6 genes is promoted by CHD8 direct binding that closes the gene loci; and (4) 10 downregulated targets (Adk, Atp1b1, Bsn, Cntln, Dleu2, Fbxo27, Ramp1,Sesn1, Srebf2, and Ubash3b) showed ATAC down (Fig. 6C), suggesting that expression of those 10 genes is promoted by CHD8 direct binding that opens the gene loci. Collectively, our data indicate that expression of the above-mentioned genes is regulated by CHD8 binding-mediated chromatin remodeling, which may contribute to CHD8-mediated Treg phenotypes. 

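With the paper's own lists, 20 genes were RNA up and ATAC up, 1 was RNA up and ATAC down, 6 were RNA down and ATAC up, and 10 were RNA down and ATAC down. With the RNA direction taken from the log2 values at a cutoff of 0.7 and the ATAC lists and CHD8 binding from the paper, 14 genes were up in both, 10 were down in both, 3 were RNA down and ATAC up, and 0 were RNA up and ATAC down. The direction was thus shared by 24 of 27 genes or 88.9% (two-sided Fisher's exact test, p = 3.4e-05). Genes are not replicates, and the paper chose the bound genes by their change in the same libraries. When each RNA library was left out in turn the share lay between 82.1% and 88.5%. Over all genes of the ATAC lists, bound or not, 157 of 210 genes or 74.8% shared the direction (odds ratio 11.6, two-sided Fisher's exact test, p = 2.9e-14). Of the upregulated genes, Ubtd1 was listed at 16.3 and 9.8 TPM in Chd8-/- and at 2.0 and 1.3 TPM in WT Tregs (log2 fold change 2.38, standard error 0.44, adjusted p = 0.402 from limma). Map2, Mocos and Hdac9 did not pass the expression filter. Ndufa13 had a log2 fold change of 0.65 and Srebf2 of −1.27, without overlap between the genotypes. The paper proposes that these genes are regulated by CHD8 binding that closes or opens their loci.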

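Supplementary Table 1 assigns CHIP peaks to Cdkn1a and Bhlhe40, and no peak is paired with Perp in the tables used here. At the 4 CHIP peaks of Cdkn1a, the log2 changes of the ATAC peaks in Chd8-/- Tregs were −0.25, −0.23, −0.32 and −0.04. At the CHIP peak of Bhlhe40, the ATAC peak on chromosome 6 from 108636132 to 108636850 rose from 32.1 TPM in the WT mouse to 36.4 and 39.7 TPM in the Chd8-/- mice, a log2 change of 0.24. None of the ATAC peaks higher in Chd8-/- Tregs around these CHIP peaks (0 around Cdkn1a and 0 around Bhlhe40) overlapped a CHIP peak. The largest increase around Cdkn1a, on chromosome 17 from 29309853 to 29309976, was from 2.0 TPM in the WT mouse to 14.1 and 19.8 TPM in the Chd8-/- mice (log2 change 2.63), at 57849 bp from the nearest CHIP peak. Around Bhlhe40 the largest increase, on chromosome 6 from 108681714 to 108682092, was from 3.4 TPM to 11.6 and 14.5 TPM, at 44826 bp from the nearest CHIP peak. The higher peak closest to a CHIP peak of Bhlhe40, from 108635282 to 108635505, was at 20.4 TPM in the WT mouse and at 30.6 and 35.2 TPM in the Chd8-/- mice (log2 change 0.66), at 799 bp from it. The peaks with the largest increase were picked as the highest of each region, and this one as the closest, after their values were seen. Positions are in the build of the peak tables and were not set against gene positions, which are in GRCm38. Which of these peaks lie at the genes themselves is thus not known, nor which CHIP peaks the tracks of Fig. 6D show.

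**Figure D3:**
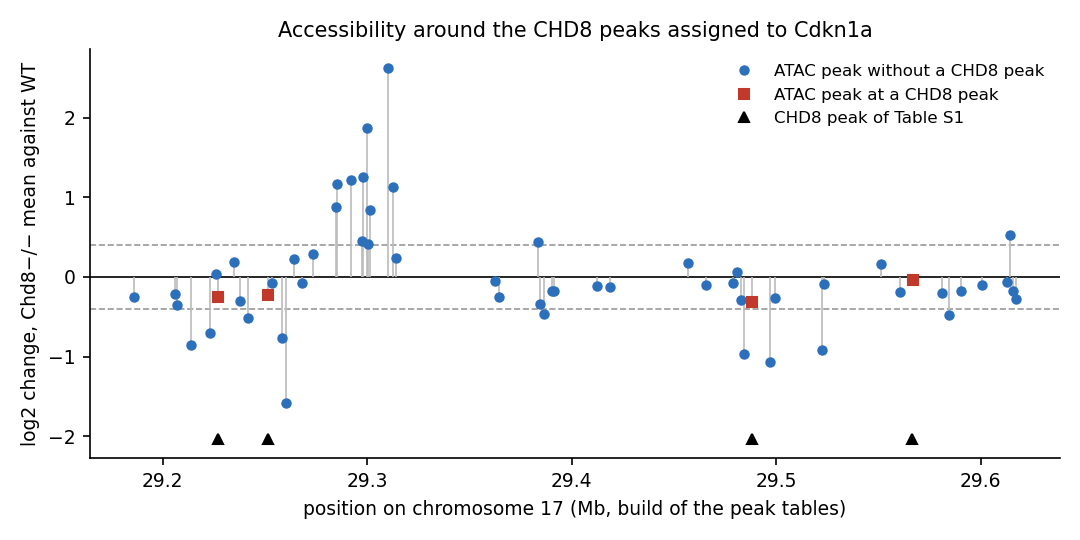
Log2 change of ATAC peaks in Chd8-/- Tregs (mean of 2 mice against 1 WT mouse) by position on chromosome 17 around the CHD8 peaks assigned to Cdkn1a (triangles), at ATAC peaks that overlap a CHIP peak (red squares) and others (blue circles), with dashed lines at the log2 cutoff of 0.4. The 4 ATAC peaks at CHIP peaks lie between −0.32 and −0.04, and the highest change, 2.63, lies at an ATAC peak without a CHIP peak.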

To elaborate on this, CHD8-regulated expression of Cdkn1a, Bhlhe40 (a target of mTORC1, IL-2-Stat5, hypoxia, and TNFA signaling via NFKB), and Perp (a p53 target) appears to depend on CHD8 binding-mediated chromatin remodeling, as upregulation of Cdkn1a, Bhlhe40, and Perp in Chd8^−/−^ cells (Fig. 4D, E) was associated with increased chromatin accessibility at CHD8 binding sites (Fig. 6D).

### Treg-specific and Treg-nonspecific regulation of chromatin accessibility and gene expression by CHD8

Lastly, we examined whether CHD8 binding to DNA and its regulation of chromatin accessibility and gene expression in Tregs are specific to Tregs. We overlapped our CHIP-seq, ATAC-seq, and RNA-seq data with that from hematopoietic stem and progenitor cells (HSPCs) [9]. We found that among 6370 CHD8 binding genes in Tregs and 2261 CHD8 binding genes in HSPCs, 1069 CHD8 binding genes were shared by Tregs and HSPCs (Supplementary Table 4), whereas 5301 CHD8 binding genes in Tregs were specific to Tregs (Supplementary Table 5) and 1192 CHD8 binding genes in HSPCs were specific to HSPCs (Supplementary Table 6; Supplementary Fig. 6A). Among 854 ATAC up genes in Chd8^−/−^ Tregs and 1409 ATAC up genes in Chd8^−/−^ HSPCs, 134 ATAC up genes were shared by Tregs and HSPCs (Supplementary Table 7), whereas 720 ATAC up genes in Tregs were specific to Tregs (Supplementary Table 8), and 1275 ATAC up genes in HSPCs were specific to HSPCs (Supplementary Table 9; Supplementary Fig. 6B). Among 307 ATAC down genes in Chd8^−/−^ Tregs and 714 ATAC down genes in Chd8^−/−^ HSPCs, 24 ATAC down genes were shared by Tregs and HSPCs (Supplementary Table 10), whereas 283 ATAC down genes in Tregs were specific to Tregs (Supplementary Table 11), and 690 ATAC down genes in HSPCs were specific to HSPCs (Supplementary Table 12; Supplementary Fig. 6B). 

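Supplementary Tables 7 and 8 together list 854 ATAC up genes of Tregs, and Supplementary Tables 10 and 11 list 307 ATAC down genes. Of the ATAC up genes, 760 are in the RNA table and 414 passed the expression filter, with a median log2 fold change of RNA in Chd8-/- Tregs of 0.05. Of the ATAC down genes, 270 are in the RNA table and 211 passed the filter, with a median of −0.36. For the 14615 genes in neither list the median was −0.15. A log2 fold change of at least 0.7 was found for 22.0% of the ATAC up genes, 6.16% of the ATAC down genes and 8.88% of the others. A log2 fold change of −0.7 or less was found for 9.66%, 31.3% and 19.3%. After quantile normalization the medians were 0.26 for the ATAC up genes, −0.18 for the ATAC down genes and −0.003 for the others. Data of HSPCs are not analysed here.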

Among 218 RNA up genes in Chd8^−/−^ Tregs and 455 RNA up genes in Chd8^−/−^ HSPCs, 25 RNA up genes were shared by Tregs and HSPCs (Supplementary Table 13), whereas 193 RNA up genes in Tregs were specific to Tregs (Supplementary Table 14), and 430 RNA up genes in HSPCs were specific to HSPCs (Supplementary Table 15; Supplementary Fig. 6C). Among 167 RNA down genes in Chd8^−/−^ Tregs and 989 RNA down genes in Chd8^−/−^ HSPCs, 18 RNA down genes were shared by Tregs and HSPCs (Supplementary Table 16), whereas 149 RNA down genes in Tregs were specific to Tregs (Supplementary Table 17), and 971 RNA down genes in HSPCs were specific to HSPCs (Supplementary Table 18; Supplementary Fig. 6C). 

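All 218 RNA up genes of Supplementary Tables 13 and 14 were higher in Chd8-/- Tregs on the scale used here, 196 of them by a log2 fold change of at least 1, with a median of 1.51. In 215 of them the genotypes did not overlap. All 167 RNA down genes of Supplementary Tables 16 and 17 were lower, 154 of them by a log2 fold change of −1 or less, with a median of −1.61 and no overlap in any. These genes were chosen by the paper from the same libraries.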

We also compared Tregs and HSPCs for hallmark pathway enrichment of CHD8 binding genes and genes with altered ATAC peaks or RNA expression in Chd8^−/−^ cells. While CHD8 binding genes in Tregs were enriched in PI3K-Akt-mTOR signaling, G2M checkpoint, E2F targets, and Myc targets (Fig. 5D), those in HSPCs were enriched in mTORC1 signing and E2F targets only (Supplementary Fig. 6D). Genes with altered ATAC peaks in Chd8^−/−^ Tregs showed enrichment in hypoxia and TNFA signaling via NFKB (Fig. 5B; Supplementary Fig. 5B), however, those in Chd8^−/−^ HSPCs showed enrichment in inflammatory response (Supplementary Fig. 6E). In addition, genes with altered RNA expression in Chd8^−/−^ Tregs were enriched in numerous pathways, including but not limited to Myc targets, E2F targets, mTORC1, p53, glycolysis, and oxidative phosphorylation (Fig. 4B and C). In contrast, genes with altered RNA expression in Chd8^−/−^ HSPCs were only enriched in Myc targets, oxidative phosphorylation, epithelial mesenchymal transition, and the p53 pathway (Supplementary Fig. 6F). 

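In the gene list tests, 23 genes of DNA replication had a median log2 fold change of 0.41 in Chd8-/- Tregs, with 20 genes higher and 3 lower (camera of limma, adjusted p = 2.6e-05; fry, adjusted p = 0.126). For 17 genes of mitosis the median was 0.13 (camera of limma, adjusted p = 0.144), and without WT replicate 1 it was 0.00 and without Chd8-/- replicate 1 0.34. In neither list did a gene have an adjusted p-value under 0.05 in limma, whether adjusted over the list alone (0 genes) or over all genes tested (0 genes), and at an unadjusted p-value under 0.05 there were 4 replication genes and 1 mitosis gene.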

Altogether, these results suggest that CHD8 plays a Treg-specific as well as universal role in Tregs.

## Discussion

In this study, we show that CHD8 deficiency in Tregs causes increased CD4^+^ and CD8^+^ effector T cells, leading to early, fatal inflammation in the skin and lung. Loss of CHD8 renders Tregs to become plastic, which may result in Treg reprogramming to CD4^+^ effector T cells. Plastic Tregs are generally thought to have dampened function in suppressing CD4^+^ and CD8^+^ effector T cells [4, 5]. In support, CHD8-deficient Tregs are incapable of competing with CHD8-proficient Tregs. Thus, it is conceivable that increased CD4^+^ effector T cells in CHD8-deficient mice are attributable to either Treg conversion or impaired Treg function or both, whereas increased CD8^+^ effector T cells are attributable to impaired Treg function.

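Among the glycolysis enzymes, Pgk1 was listed at 300.1 and 264.7 TPM in Chd8-/- and at 146.2 and 168.0 TPM in WT Tregs (log2 fold change 0.84, standard error 0.18, adjusted p = 0.403 from limma). Pgam1 followed with 165.5 and 141.9 TPM against 89.0 and 88.7 TPM (log2 fold change 0.78), and Gpi1 with a log2 fold change of 0.64, which was 0.40 without Chd8-/- replicate 2. Both Chd8-/- libraries lay above both WT libraries for 8 of the enzymes and under them for 1, Eno3, whose log2 fold change was −0.70, −0.31 without WT replicate 2 and −1.09 without WT replicate 1. No glycolysis enzyme had an adjusted p-value under 0.05 in limma, whether adjusted over the list alone (0 genes) or over all genes (0 genes), while 3 had an unadjusted p-value under 0.05.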

Mechanistically, RNA-seq has found that CHD8 deficiency upregulates mTORC1 signaling and glycolysis. Given that mTOR signaling and its mediated glycolysis are associated with Treg plasticity [50, 51], CHD8 deficiency may induce Treg plasticity through upregulation of mTOR-glycolysis pathway. In support of this notion, mTOR target genes Cdkn1a and Bhlhe40 are CHD8 direct targets whose upregulation in the absence of CHD8 appears to be mediated by increased chromatin accessibility at CHD8 binding site of the gene loci. In addition, Chd8^−/−^ Treg plasticity may be attributed to upregulation of a number of inflammatory pathways revealed by hallmark pathway analysis of RNA-seq, ATAC-seq, and/or CHD8 direct targets, notably IL-2-Stat5 signaling, which is important for IFN-γ expression and IL-6-JAK-Stat3 pathway, which is essential for IL-17 expression.

CHD8 is well-known to regulate p53 and Wnt pathways. Our RNA-seq reveals that CHD8 deficiency in Tregs upregulates p53 pathway; however, it does not affect Wnt pathway (data not shown), suggesting that CHD8 modulates p53 but not Wnt-β-catenin signaling in Tregs, reminiscent of that in HSPCs [9]. p53 signaling promotes cell apoptosis and cell cycle arrest. 

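Of the p53 target genes tested, 21 were higher and 5 lower in Chd8-/- Tregs. Adjusted over the list alone, 4 of them had an adjusted p-value under 0.05 in limma, against 0 over all genes, where 9 of them had an unadjusted p-value under 0.05. Psrc1 was listed at 39.8 and 81.1 TPM in Chd8-/- and at 0.6 and 3.6 TPM in WT Tregs, and Zmat3 at 68.3 and 36.7 TPM against 24.4 and 17.8 TPM. Sesn1 moved the other way, with 59.8 and 33.2 TPM against 159.0 and 166.2 TPM. Of 13 Wnt target genes and components, 8 passed the expression filter. Their median log2 fold change was −0.17 (camera of limma, adjusted p = 0.627; fry, adjusted p = 0.126, the same as that of the p53 targets), with 4 genes lower and 1 higher without overlap of the genotypes, and without Chd8-/- replicate 1 it was −0.27. Single members went both ways, with Rnf43 at a log2 fold change of 0.85 and Axin2 at 0.12. Tcf7 was at −0.67 and Ccnd1 at −0.86, which was −0.44 when 5 TPM were added. Axin2 was −0.12 in the lowest of the comparisons that each left out 1 library. From the p53 and Wnt pathways in RNA-seq, the paper proposes that CHD8 modulates p53 but not Wnt-β-catenin signaling in Tregs.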

Consistent with enhanced p53 signaling (e.g., Cdkn1a and Perp) in CHD8-deficient Tregs, CHD8 deficiency increases apoptosis of Tregs. Unexpectedly, CHD8 deletion accelerates Treg cell cycle progression/proliferation. 

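Cdk6, on chromosome 5 from 3341004 to 3531008 in GRCm38, encodes a cyclin-dependent kinase of the G1 phase. It was listed at 274.9 and 321.8 TPM in Chd8-/- and at 107.0 and 132.1 TPM in WT Tregs (log2 fold change 1.32, standard error 0.20, adjusted p = 0.373 from limma). When each library was left out in turn, the log2 fold change lay between 1.16 and 1.47.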

Noting that Cdk6 promotes cell cycle progression and is a CHD8 direct target whose expression presumably depends on CHD8 binding-mediated chromatin remodeling, the increased Treg cell cycle progression may be mediated by upregulated Cdk6 and reflect a compensatory phenomenon of the increased cell apoptosis. 

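Trp53, which encodes p53, was listed at 89.1 and 60.6 TPM in Chd8-/- and at 88.6 and 75.5 TPM in WT Tregs, so that the genotypes overlapped. The log2 fold change was −0.15 (standard error 0.27, adjusted p = 0.869 from limma), close to the median of all genes, and it was 0.12 without Chd8-/- replicate 2.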

Of note, p53 gene itself is not affected by CHD8 deficiency in both Tregs (data not shown) and HSPCs [9]. However, CHD8 deletion stabilizes p53 protein in HSPCs. Thus, it remains to be seen whether CHD8 deficiency increases p53 stability in Tregs.

It has been indicated that CHD8 regulates chromatin remodeling/accessibility in a cell type-specific manner. For example, CHD8 promotes chromatin opening in oligodendrocyte progenitors [21] but chromatin closing/compaction in HSPCs [9]. Our study reveals that CHD8 plays a binary role in chromatin remodeling in Tregs, as its deletion results in both ATAC up and ATAC down. 

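At a stricter log2 cutoff of 1, 2049 ATAC peaks were higher and 841 lower in Chd8-/- Tregs. Among the 40923 peaks at or above the median signal, 3848 were higher and 2412 lower at the cutoff of 0.4. With Chd8-/- mouse 1 left out the counts were 14366 and 9873, and with Chd8-/- mouse 2 left out they were 15525 and 8041. From ATAC up and ATAC down peaks together, the paper concludes that CHD8 plays a binary role in chromatin remodeling in Tregs.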

How CHD8 regulates chromatin remodeling is not well-understood. We suggest that in Tregs, CHD8 regulates chromatin remodeling either dependent or independent of direct binding.

Taken together, by characterizing mouse models of Treg-specific deletion of autism-associated CHD8, we demonstrated that CHD8 plays an important role in maintaining Treg fitness, by manipulating genetic and epigenetic programs, to control autoimmunity. Of note, patients with autism have increased inflammatory cytokines IL-21, IL-22, IFN-γ, and IL-4 from T cells [16, 17], decreased antiinflammatory cytokines TGFβ and IL-10, two functional cytokines produced by Tregs [16–18], activated T cells, and/or autoimmunity [19]. Our findings suggest that the neuroinflammatory processes in patients with autism may be attributed to CHD8 deficiency in Tregs.

## Supplementary Information

Additional File 1: Fig. 1. Verification of deletion of Chd8 in Tregs. (A) Schema of mouse crossing to generate Chd8-/- mice. (B) Splenic Tregs (CD4+CD25+) were isolated from both genotypes of mice with a CD4+CD25+ regulatory T cell isolation kit. Cell purity was confirmed by FACS (B). The cells were used for PCR genotyping with primers for WT, Flox and KO allele of Chd8 or Foxp3-Cre (C). Total RNA was extracted from Tregs for qPCR to confirm deletion of Chd8. The mRNA levels of Chd8 are shown (arbitrary unit). The data are normalized to an 18S reference and expressed as mean plus SD of triplicates representative of two separated experiments (D). **P < 0.01 vs. WT control group. Fig. 2. CHD8 deficiency increases CD8+ T cells. Splenocytes were analyzed for CD4+ and CD8+ T cells by FACS. Representative dot plots are shown. The proportions and absolute numbers of CD4+ and CD8+ cells are summarized in bar graphs (mean plus SD) (WT: 6 males + 6 females; Chd8-/-: 4 males + 6 females). *P < 0.05, **P < 0.01 vs. WT control group. Fig. 3. CHD8 deficiency does not affect overt thymocyte and thymic Treg development. Thymocytes were analyzed for CD4-CD8- (DN), CD4+CD8+ (DP), CD4+CD8- (SP4), CD4-CD8+ (SP8) (A), and CD4+Foxp3+ (B) cells by FACS. Representative dot plots are shown. The proportions and absolute numbers of the cells are summarized in bar graphs (mean plus SD) (WT: 3 males; Chd8-/-: 3 males). *P < 0.05 vs. WT control group. Fig. 4. Verification of gene expression changes in p53 and mTOR pathways by quantitative real-time RT-PCR. The expression changes of the indicated genes in p53 (A) and mTOR (B) pathways in Chd8-/- Tregs revealed by RNA-seq as shown in Fig 4E were verified by qPCR. The data are normalized to an 18S reference and expressed as mean + SD of triplicates. *P < 0.05, **P < 0.01 vs. WT control group. Fig. 5. Profiles and enrichment plots of ATAC-seq and CHIP-seq A PCA of ATAC-seq. B Fragment size distribution of ATAC-seq. C Profile of ATAC-seq peaks in Chd8-/- (vs WT) Tregs. D GSEA enrichment plots of ATAC up pathways in Chd8-/- Tregs. E PCA of CHIP-seq. F Pie plot of distribution of CHD8 binding peaks in the genome of Tregs. The proportion of peaks in an indicated genomic region was calculated by dividing the number of peaks in that region by the total number of peaks in the genome. The proportion of an indicated genomic region size was determined by dividing the region’s size by the total genome size. The proportion of peaks was then normalized to the proportion of genomic region size. Normalized proportion of peaks is shown. G Profile of ATAC up and ATAC down peaks at CHD8 binding sites in Chd8-/- (vs WT) Tregs. H Profile of ATAC up and ATAC down peaks at non-CHD8 binding sites in Chd8-/- (vs WT) Tregs. Fig. 6. Treg-specific and -nonspecific patterns of CHD8 in DNA binding and regulation of chromatin accessibility and gene expression. A Overlapping of CHD8 binding genes between Tregs and HSPCs. B Overlapping of ATAC up or ATAC down genes between Chd8-/- Tregs and Chd8-/- HSPCs. Cutoff: Log2FC = 0.4. C Overlapping of RNA up or RNA down genes between Chd8-/- Tregs and Chd8-/- HSPCs. Cutoff: Log2FC = 1.0. D Hallmark pathways of CHD8 binding genes in HSPCs. E Hallmark pathways of genes with altered ATAC peaks in Chd8-/- versus WT HSPCs. F Hallmark pathways of genes with altered RNA expression in Chd8-/- versus WT HSPCs.

## Data Availability

All data relevant to the study are included in the article, uploaded as online supplemental information, or deposited in the National Center for Biotechnology Information GEO (accession no. GSE279810).

## Abbreviations

ATAC-seq: Assay for transposase-accessible chromatin sequencing
BrdU: Bromodeoxyuridine
CHD8: Chromodomain helicase DNA-binding protein 8
CHIP-seq: Chromatin immunoprecipitation sequencing
E2F: Early region 2 binding factor
Flox: Floxed, flanked by loxP
Foxp3: Forkhead box P3
GITR: Glucocorticoid-induced TNFR-related protein
H&E: Hematoxylin and eosin
HSPC: Hematopoietic stem and progenitor cell
ICOS: Inducible T cell costimulatory
IL-4: Interleukin-4
KO: Knockout
MFI: Mean fluorescence intensity
mTORC1: Mammalian target of rapamycin complex 1
NFKB: Nuclear factor kappa-light-chain-enhancer of activated B cells
PBS: Phosphate buffer saline
PD-1: Programmed death 1
PI3K/Akt/mTOR: Phosphatidylinositol-3 kinase-protein kinase B-mammalian target of rapamycin
qPCR: Quantitative real-time polymerase chain reaction
RNA-seq: RNA sequencing
ROS: Reactive oxygen species
Th: T helper
TNFA: Tumor necrosis factor alpha
Tregs: Regulatory T cells
WT: Wild type
YFP: Yellow fluorescent protein

How the deposited data were processed for this re-analysis (not part of the article)

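RNA-seq of sorted YFP+ Tregs from 2 WT and 2 Chd8-/- mice, ATAC-seq of sorted Tregs from 1 WT and 2 Chd8-/- mice, and CHIP-seq of Tregs from 2 WT mice with an antibody against CHD8 were analysed. Samples were grouped by their labels and the legends of Figs. 4 and 5. The labels of the WT samples name a floxed Chd8 allele with heterozygous Foxp3 YFP-Cre, and the grouping of the paper was used. The anti-CHD8 values against IgG, the locations of CHIP peaks relative to genes and a test of bound against unbound genes were planned and are not analysed here, since the CHIP table used holds no IgG column, an annotation of the build of the peaks was not used here, and the copy of Supplementary Table 5 used holds 1998 of the 5301 bound genes of the paper. The Hallmark sets of the paper were not used either.

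For RNA-seq the authors trimmed the reads, aligned them to mm10 with STAR, removed duplicates with sambamba, counted reads on RefSeq genes with featureCounts and gave TPM rounded to 0.1. For ATAC-seq and CHIP-seq they aligned the reads to mm39 with HISAT2, removed duplicates with sambamba, called peaks with Macs2, combined the peaks of duplicates at an overlap of at least 50%, and counted reads under the union of the peaks with featureCounts. The deposited values are TPM over peaks, with 1 column per mouse. The depth behind the RNA values was not derived here and that behind the ATAC values is unknown, so no interval for counting error is given. For CHIP-seq the reads in peaks were recovered from the common step of the values, and a check on simulated data drew 598593 reads and recovered 598609.

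RNA values were analysed as log2(TPM + 1) for genes with a TPM of at least 1 in 2 or more libraries. From 35869 listed names, 4 entries under repeated names were left out. Of the genes used, 90.3% had a position in GRCm38. The genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend, two-sided, Benjamini-Hochberg adjustment), with calls at an adjusted p-value of 0.05 and a log2 fold change of 1. Gene lists of glycolysis, oxidative phosphorylation, cholesterol synthesis, p53 targets, Wnt targets, redox enzymes, DNA replication and mitosis were tested with camera (inter-gene correlation 0.01) and fry, adjusted over the 8 lists. Lists of Treg markers, cytokines, myeloid cells, B cells, and CD8 and NK cells were described without a set test. On simulated data of 15240 genes with 200 changed genes, limma called 126 of them and 11 unchanged genes when the spread was typical of the expression level, all 66 genes changed by a log2 fold change of 4 among them, and 0 when each gene kept its own spread between the real libraries.

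ATAC values were analysed as log2(TPM + 0.84), as the mean of the Chd8-/- mice against the WT mouse, with the paper's log2 cutoff of 0.4. A check on 80893 simulated peaks called 200 of 200 changed peaks and 0 unchanged peaks. That check does not give the number of false calls at the real spread. Unchanged libraries simulated with the spread between the Chd8-/- mice put 7292 peaks past the cutoff in the mean. ATAC and CHIP peaks were overlapped with bedtools 2.31.1 at 1 bp or more, and shares were compared with two-sided Fisher's exact tests in scipy 1.17.1. For the odds ratios at binding sites, peaks changed the other way were left out. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. RNA and ATAC changes were joined through the paper's supplementary gene lists, with a log2 cutoff of 0.7 for RNA. Positions of genes in GRCm38 and of peaks in mm39 were not combined.

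Named genes are every gene that the text or the figures of the paper name, members of the lists where a list is reported, and up to 5 genes in each direction past the adjusted p-value of 0.05. The alternatives tried were pseudocounts of 0.1 and 5 TPM, no filter or a mean TPM of at least 5, quantile normalization, a replicate block, eBayes without trend, the adjusted p-value alone, fry, a log2 cutoff of 1, the median log2 change of ATAC peaks set to 0, the ATAC pseudocount at the median value, each Chd8-/- mouse past the cutoff, ATAC peaks at or above the median signal, an overlap of 50%, all genes of the ATAC lists, and each replicate left out in turn. The alternatives added after the data were seen were genes with exons of at least 200 nt, the trend of the ATAC change with signal removed, ATAC peaks outside chromosomes X and Y, and the gene list medians with each library left out.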

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

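The tests of strain DNA, of single mice, of other cell types and of the sex of the cells were chosen only after the result was seen. The tests of weak peaks and of CHD8 binding were chosen after the pattern was seen and before their own results were.

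On chromosome 14 from 40 to 55 Mb, a stretch whose bounds were set from a scan of the same values in windows of 5 Mb, 135 of 577 ATAC peaks or 23.4% passed a log2 change of 1 in Chd8-/- Tregs, against 2755 of 81223 peaks or 3.39% elsewhere. The paper does not discuss this stretch. Of the changed peaks, 57 were higher and 78 lower. Over 445 windows the median share was 3.19%, and the highest share on another chromosome was 16.9%. Of 24 peaks with at least 3 TPM in the WT mouse and at most 0.5 TPM in each Chd8-/- mouse, 19 lie in the stretch.

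Few reads in weak peaks do not account for the stretch, since among peaks at or above the median signal 5.69% passed in it and 0.970% elsewhere (odds ratio 6.15, two-sided Fisher's exact test, p = 1.6e-06). The peaks below the median alone, in a scan chosen after the result was seen, gave the 3 windows of this stretch the highest shares of 454 windows (39.8%, 38.2% and 30.7%), so that its bounds do not rest on the stronger peaks tested. None of the changed peaks overlapped a CHIP peak (0 of 135), which argues against CHD8 bound at them, as far as the called CHIP peaks show. Of the other peaks of the stretch, 6.33% did (28 of 442, two-sided Fisher's exact test, p = 0.00084). That test does not bear on the cause, since peaks at binding sites seldom passed a log2 change of 1 over all chromosomes. The shares were 0.447% upward and 0.033% downward, against 2.67% and 1.11% at other sites. Variation between single mice stays open. The Chd8-/- mice lay 1 or more apart at 0.347% of the peaks in the stretch and at 0.376% elsewhere, but only 1 WT mouse was measured. The targeted Chd8 gene is on the same chromosome, and DNA of another strain around it is a candidate explanation. Of 111 genes within 5 Mb of Chd8 in GRCm38, 19 or 17.1% passed a fold change of 2 without overlap in the RNA. Of the other genes, 1730 of 13823 or 12.5% passed (odds ratio 1.44, two-sided Fisher's exact test, p = 0.1497). Among the 19 genes, 6 were higher and 13 lower in Chd8-/- Tregs. The window of 5 Mb that holds Chd8 had a share of 23.1%, rank 16 of 271 windows with at least 20 genes. Ccnb1ip1 and Rnf212b were listed at 0 in both WT libraries and at 9.4 and 3.3 TPM and at 17.8 and 16.2 TPM in Chd8-/- Tregs. Gm6498 was listed at 0.2 and 0.1 TPM in Chd8-/- and at 22.9 and 13.4 TPM in WT Tregs. These 3 genes were picked after their values were seen. Strain DNA, a single WT mouse and an effect of the loss of CHD8 cannot be told apart for this stretch, because each could go with the genotype. The labels of the WT samples name a floxed Chd8 allele. If these labels hold, DNA of another strain around Chd8 could be present in both groups.

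The second Chd8-/- RNA library listed Lyz2 at 1360.3 TPM, where the other Chd8-/- library had 20.0 TPM and the WT libraries 77.1 and 60.5 TPM, a value far from the other libraries in a gene the paper does not discuss. RNA from myeloid cells in that library is a candidate explanation. In a list of 9 myeloid genes, 8 passed the expression filter, and their median log2 excess over the other libraries was 1.61, at percentile 100 of 10000 random lists of like expression. Of the 8 genes, 6 were highest in that library, and 4 had at least 1 TPM in all 3 other libraries. Lyz2 is itself in the list, with its highest excess, 4.87. The median, the percentile and the count of highest genes thus in part restate the value that prompted the test. The levels of abundant members were 161.5 TPM for Fcer1g, 128.4 TPM for Tyrobp and 55.6 TPM for Cd68, while the WT libraries had 64.4 and 104.3 TPM of Fcer1g, 135.2 and 184.5 TPM of Tyrobp, and 48.0 and 43.1 TPM of Cd68, so that Fcer1g and Cd68 lay above both WT libraries and Tyrobp under them. A list of 7 tested B cell genes had a median excess of 3.25, at percentile 100 as well, with 6 genes highest in that library and 6 at 1 TPM or more in the others, H2-Aa at 603.6 TPM among them. A lower share of Tregs could raise the markers of every other cell type. The CD8 and NK list had a median excess of −0.015 (percentile 73.6), but its 5 tested genes ranged from −1.59 to 1.55, 3 of them with at least 1 TPM elsewhere, so a lower share of Tregs cannot be told apart from RNA of single cell types. A difference in the biology of that mouse was not tested. Without this library the median log2 fold change of the myeloid list was −2.05 and that of the B cell list −2.02, and without the other Chd8-/- library they were 0.90 and 2.23, against −0.55 and 0.39 with all libraries.

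Xist, the RNA of the inactive X chromosome, was listed at 701.5 and 500.2 TPM in Chd8-/- and at 843.3 and 816.8 TPM in WT Tregs, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty at 0 in all 4 libraries, genes the paper does not discuss. The legend of Fig. 4 gives 1 male and 1 female mouse per genotype. Y-linked genes left out by the counting in male libraries are argued against by the lowest Xist value, 500.2 TPM, since male cells would lack Xist. Cells of female mice in all 4 libraries may be the source, and the same value is what that explanation needs. In ATAC-seq, 46 peaks on chromosome Y summed to 206.6 TPM in the WT mouse and to 212.1 and 88.2 TPM in the Chd8-/- mice. No other explanation in terms of the genotypes was tested.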

How the results depend on the processing

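Except where stated, the alternatives were chosen before the data were examined; the gene list medians with each library left out were added after seeing the data. Over 26 results with 155 alternatives, 114 kept their direction and their side of the threshold or moved by less than the allowed spread, 8 no longer passed the threshold, 0 newly passed it, 0 of the tested results reversed and 33 moved. Among the medians of the 8 lists tested, the sign changed for oxidative phosphorylation without Chd8-/- replicate 1 (−0.063 against 0.17) and for cholesterol synthesis without Chd8-/- replicate 2 (0.04 against −0.29). Over 40 genes, those named in the paper and others whose values the text gives, with 280 alternatives, 259 moved by less than the replicate spread and 21 moved by more. The sign changed 5 times in 4 genes. Axin2 was −0.12 without Chd8-/- replicate 1, against 0.12, Ifng −0.32 without WT replicate 2, against 0.38, Foxp3 −0.03 after quantile normalization and −0.03 without Chd8-/- replicate 1, against 0.06, and Trp53 0.12 without Chd8-/- replicate 2, against −0.15. The cause of each change was not tested unless stated.

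The number of called genes was 2 with a mean TPM of at least 5, where fewer genes were tested, and 0 under every other alternative run, the replicate block included, in which the replicate numbers carried no pairing (correlation of the replicate differences across genes −0.0117). With 5 TPM added, which shrinks folds of low values by construction, 362 genes passed a fold change of 2 upward and 690 downward. With a mean TPM of at least 5, 1149 passed downward. When each library was left out in turn, the counts ranged from 989 to 1371 upward and from 1447 to 3107 downward, highest without Chd8-/- replicate 1, and the downward count at a log2 cutoff of 0.7 ranged from 2342 to 4512. Quantile normalization raised the share of upregulated genes past a fold change of 2 from 30.6% to 48.2%, and at a log2 cutoff of 0.7 from 32.4% to 49.7%, with 2053 genes upward and 2076 downward.

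Under fry, the adjusted p-values were 0.222 for glycolysis, 0.580 for oxidative phosphorylation, 0.126 for p53 targets, 0.159 for redox enzymes and 0.126 for replication, and none passed. After quantile normalization they were 0.0583 for glycolysis, 0.305 for oxidative phosphorylation and 0.131 for redox enzymes, and the medians were 0.30 for glycolysis, 0.65 for p53 targets and 0.50 for replication. With a replicate block the 5 lists passed at adjusted p-values between 3.1e-07 and 0.0305. With each library left out, the medians ranged from 0.15 to 0.39 for glycolysis, from −0.063 to 0.32 for oxidative phosphorylation, from 0.39 to 0.61 for p53 targets, from −0.27 to −0.14 for Wnt targets, from 0.13 to 0.18 for redox enzymes, from 0.38 to 0.53 for replication and from 0.00026 to 0.34 for mitosis.

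For ATAC-seq, the counts were 2049 upward and 841 downward at a log2 cutoff of 1, 2674 and 1665 with the median value added, and 3848 and 2412 at peaks at or above the median signal, where fewer peaks were counted. With each Chd8-/- mouse required to pass, 5209 peaks were lower. Quantile normalization changed the share of higher peaks from 63.5% to 51.8%. With each Chd8-/- mouse left out, the odds ratio at CHD8 binding sites ranged from 0.221 to 0.359 upward and from 0.129 to 0.156 downward. Not run were anti-CHD8 against IgG, the locations of CHIP peaks, bound against unbound genes, the first or second library of each mouse, and the RNA and ATAC comparison without an ATAC mouse. For the counts at CHD8 binding sites and elsewhere, the median value added, peaks at or above the median signal and the median change set to 0 were not run either. The depth of the RNA libraries was not derived here and that of the ATAC libraries is unknown, which limits what low values can show.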

Differences from the paper's values

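No test was chosen for the differences listed here, and the setting of genes with exons of at least 200 nt and the counts with a fold change and an unadjusted p-value were chosen only after the result was seen. The paper's counts of differentially expressed genes were 218 upward and 167 downward. On the log2(TPM + 1) scale, 781 and 1768 genes passed a fold change of 2, and 0 and 0 genes passed it with an adjusted p-value under 0.05 from limma, with 1555 genes at an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed the gap for either count, with 362 and 690 genes when 5 TPM were added, and at most 2 genes were called. Counted with an unadjusted p-value under 0.05 as well, 397 and 735 genes passed, and 224 and 407 when 5 TPM were added, where the upward count came near that of the paper and the downward count did not.

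The paper's counts of ATAC peaks were 6641 up and 3283 down, against 14132 and 8133 here. None of the alternatives set before the data were examined closed the gap upward, and downward only the count of 2412 peaks at or above the median signal came near, over 40923 of the 81800 peaks, so that it is not a count over all peaks as in the paper. At CHD8 binding sites the paper's counts were 45 up and 31 down, against 412 and 98 here, and at other sites 946 up and 314 down, against 13720 and 8035 here. None of the alternatives set before the data were examined closed these gaps. The peak sets differ as well. By its methods the paper overlapped CHIP peaks with ATAC peaks of Chd8−/− Tregs, while all 81800 peaks of the union were used here. The paper's 45 and 946 up peaks together stay under its own 6641, so these counts are not like for like.

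Of the genes bound by CHD8, the paper's count was 1 for RNA up with ATAC down, against 0 here. Quantile normalization gave 1, as did the comparison without WT replicate 1, and the other alternatives set before the data were examined did not close the gap. For RNA down with ATAC up, the paper's count was 6, against 3 here. The value was 4 without WT replicate 1 and 5 without Chd8-/- replicate 1, which came near, and the other alternatives set before the data were examined did not. The fold change of Perp was about 2.2 in Fig. 4E, read by eye, against 14.2 here, and none of the alternatives set before the data were examined closed the gap.

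The paper ranks Cdkn1a as the most upregulated gene. Its rank was 2 here, after Mir7649, which was listed at 0 in the WT libraries. Its rank was 3 with 0.1 TPM added and without Chd8-/- replicate 1, where Mt2 ranked first. Its rank was 1 with 5 TPM added, and also among genes with exons of at least 200 nt, an alternative chosen after seeing the values. The paper states that accessibility rose at the CHD8 binding sites of Cdkn1a and Bhlhe40. At the CHIP peaks that Supplementary Table 1 assigns to Cdkn1a the log2 changes of ATAC signal were −0.25, −0.23, −0.32 and −0.04, and at that of Bhlhe40 0.24. The paper's statement rests on the tracks of Fig. 6D, and the CHIP peaks assigned to Cdkn1a spread over 340383 bp. Whether the assigned peaks are the sites in those tracks was not checked, so these values do not decide the claim. The paper calls differential genes that were not called here at an adjusted p-value of 0.05, and with a mean TPM of at least 5 Cdkn1a and Mir7649 were called.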

Other observations

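The tests of scaling, of low values, of the second Chd8-/- RNA library, of short genes and of signal at binding sites were chosen only after the result was seen. The tests of the ATAC trend, the removal of the trend among them, and of the spread were chosen after the data were seen and before their own results were.

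More genes fell than rose past a fold change of 2 in Chd8-/- Tregs, with 30.6% of them higher. One scaling factor per library is argued against, since genes with a mean TPM of at least 50 had a median log2 fold change of −0.02 and all genes −0.15, a difference of 0.13 that lay between 0.12 and 0.15 when each library was left out, where one factor would shift both alike. The second Chd8-/- library alone is argued against as well, since without it 40.6% of genes past a fold change of 2 were higher. Low values stay open. Among genes with a mean TPM of at least 50, 89 were higher and 124 lower, or 41.8% higher, and the share ranged from 41.3% to 54.2% when each library was left out, so an excess of falling genes among well-expressed genes cannot be told apart from none. A difference between the genotypes stays open, untested.

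Genes with exons under 200 nt passed a fold change of 2 in 304 of 644 cases or 47.2%, against 1937 of 13247 longer genes or 14.6% (odds ratio 5.22, two-sided Fisher's exact test, p = 1.7e-80). Few reads on short genes may explain this, and the depth that would decide it was not derived here. The class includes Mir7649, 1 of the 2 genes called when a mean TPM of at least 5 was required. Whether few reads account for the values of Mir7649 itself was not tested.

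Weak ATAC peaks rose and strong ones fell in Chd8-/- Tregs. The median log2 change in the highest decile of signal minus that in the lowest was −0.09 for Chd8-/- mouse 1 and −0.08 for mouse 2 against the WT mouse, with deciles set by the mouse left out, and −0.030 between the Chd8-/- mice. Another ratio of signal to background in the WT library could give such a trend and cannot be told apart from an effect of the genotype with 1 WT mouse. As the whole source of the many changed peaks the trend is argued against, since 14213 peaks passed the log2 cutoff of 0.4 in each Chd8-/- mouse after the trend was removed. The spread between single libraries is argued against too, since simulated unchanged libraries gave 3436.1 such peaks and the mice 15598. A difference between the WT mouse and other WT mice stays open, untested.

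ATAC peaks at CHD8 binding sites passed the cutoff less often than others. Within deciles of signal, the Mantel-Haenszel odds ratio was 0.790 upward and 0.325 downward. Upward, the higher signal at binding sites cannot be told apart from an effect of binding, since the share at binding sites was higher in 6 of 10 deciles and lower in 4. Downward, the signal in TPM is argued against as the whole source, since the share was lower in 10 of 10 deciles. TPM is scaled by peak length, and the median width was 1052 bp at binding sites and 305 bp elsewhere. Peaks of like TPM therefore need not hold like numbers of reads. The number of reads cannot be told apart from an effect of binding, in either direction.

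The paper measured GITR, ICOS and PD-1 on the cell surface. In RNA-seq the log2 fold change in Chd8-/- Tregs was 0.73 for Tnfrsf18, which encodes GITR, 1.07 for Icos and −0.36 for Pdcd1, the last −0.03 without WT replicate 2 and −0.69 without WT replicate 1. Pdcd1 was listed at 93.7 and 84.5 TPM in Chd8-/- and at 90.6 and 144.0 TPM in WT Tregs, so that the genotypes overlapped. Foxp3 was listed at 232.1 and 205.3 TPM against 202.8 and 215.4 TPM. Over 17 Treg marker genes the median log2 fold change was 0.35, 0.14 without WT replicate 2, and adjusted over the list alone 2 genes had an adjusted p-value under 0.05 in limma, against 0 over all genes tested. Itgae rose, with a log2 fold change of 2.09, and Gzmb fell, with −2.16 (−1.35 without Chd8-/- replicate 2), and Gzmb lies on chromosome 14 within 5 Mb of Chd8.

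Of 13 cytokine genes, 5 passed the expression filter, with a median log2 fold change of 0.19 that was −0.08 without WT replicate 2. Ifng was listed at 8.0 and 6.6 TPM in Chd8-/- and at 9.3 and 2.9 TPM in WT Tregs, and Il4 at 7.6 and 1.9 TPM against 0 and 0.3 TPM (log2 fold change 2.13, standard error 0.68, adjusted p = 0.462 from limma, n = 2 mice per genotype), a log2 fold change that was 1.35 without Chd8-/- replicate 1 and 0.86 with 5 TPM added. Il13, which did not pass the filter, was listed at 0.4 and 37.0 TPM in Chd8-/- and at 0 and 0.3 TPM in WT Tregs, and Il17a at 0 in both Chd8-/- libraries and at 0 and 0.2 TPM in WT Tregs. Over 20 genes of cholesterol synthesis the median was −0.29 (camera of limma, adjusted p = 0.390), −0.66 without Chd8-/- replicate 1 and 0.04 without Chd8-/- replicate 2. The CD8 and NK list had a median log2 fold change of 0.03, −0.16 without WT replicate 2 and 0.14 without WT replicate 1.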
